# The chromatin remodeler DDM1 promotes hybrid vigor by regulating salicylic acid metabolism

**DOI:** 10.1038/celldisc.2016.27

**Published:** 2016-08-09

**Authors:** Qingzhu Zhang, Yanqiang Li, Tao Xu, Ashish Kumar Srivastava, Dong Wang, Liang Zeng, Lan Yang, Li He, Heng Zhang, Zhimin Zheng, Dong-Lei Yang, Cheng Zhao, Juan Dong, Zhizhong Gong, Renyi Liu, Jian-Kang Zhu

**Keywords:** DDM1, DNA methylation, epigenetics, heterosis, non-additive expression

## Abstract

In plants, hybrid vigor is influenced by genetic and epigenetic mechanisms; however, the molecular pathways are poorly understood. We investigated the potential contributions of epigenetic regulators to heterosis in *Arabidposis* and found that the chromatin remodeler DECREASED DNA METHYLATION 1 (DDM1) affects early seedling growth heterosis in Col/C24 hybrids. *ddm1* mutants showed impaired heterosis and increased expression of non-additively expressed genes related to salicylic acid metabolism. Interestingly, our data suggest that salicylic acid is a hormetic regulator of seedling growth heterosis, and that hybrid vigor arises from crosses that produce optimal salicylic acid levels. Although DNA methylation failed to correlate with differential non-additively expressed gene expression, we uncovered DDM1 as an epigenetic link between salicylic acid metabolism and heterosis, and propose that the endogenous salicylic acid levels of parental plants can be used to predict the heterotic outcome. Salicylic acid protects plants from pathogens and abiotic stress. Thus, our findings suggest that stress-induced hormesis, which has been associated with increased longevity in other organisms, may underlie specific hybrid vigor traits.

## Introduction

Hybrid vigor, or heterosis, refers to the improved performance of hybrid offspring relative to their parents. This is often restricted to a particular trait such as yield, plant height, biomass or defense and can be influenced by parent background and imprinting [1]. Various mechanisms, including dominance, overdominance and epistasis, have been proposed to explain heterosis from a quantitative genetics perspective; however, the molecular mechanisms underlying heterosis are still unclear. Recently, heterosis was found to correlate with circadian-clock-mediated regulation of several biotic and abiotic stress-related genes [2]. An overdominant gene, *SINGLE FLOWER TRUSS*, has also been identified in tomato, which regulates fruit yield heterosis [3]. In addition, the role of polyploidy and epigenetic interactions between parents, including small RNA, DNA methylation and histone modifications, have also been proposed to influence heterosis [4–8]. Indeed, *Arabidopsis* accessions C24/Ler, which have very similar genomic sequences, show heterosis. The associated epigenetic modifications, including DNA cytosine methylation, have also shown segregation, which may contribute to a loss of heterosis in the F_2_ generation [9]. However, the key epigenetic mechanisms regulating heterosis have not been investigated using genetic tests.

RNA-directed DNA methylation (RdDM) is a well-studied epigenetic pathway in plants and has been implicated in heterosis due to the alteration of small RNA profiles after hybridizations [10–13], although there is also evidence that it is not important for heterosis [14, 15]. In the current model of RdDM, *de novo* DNA methylation is initiated by the production of 24-nt small interfering RNAs (siRNAs), which are generated by a set of factors, including a plant-specific RNA polymerase (Pol IV), RNA-dependent RNA polymerase 2 (RDR2) and Dicer-like 3. These 24-nt siRNAs are then loaded onto AGO4/6 to form an AGO4/6–siRNA complex. Guided by siRNAs, the AGO4/6–siRNA complex binds to nascent noncoding RNAs produced by another plant-specific RNA polymerase (Pol V), through RNA–RNA base pairing. Recent work suggests that the role of siRNAs can be largely replaced by their precursors, which are Pol IV and RDR2 products of 25–50 nt in length [16]. Pol V function also requires the DDR complex (consisting of DEFECTIVE IN RNA-DIRECTED DNA METHYLATION 1, DEFECTIVE IN MERISTEM SILENCING 3 and RNA-DIRECTED DNA METHYLATION 1) and formation of the AGO4/6–siRNA–scaffold RNA complex may require RNA-DIRECTED DNA METHYLATION 3. Eventually, DOMAINS REARRANGED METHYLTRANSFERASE 2 is recruited to this complex and mediates *de novo* methylation of cytosines in all sequence contexts (CG, CHG and CHH, where H represents A, C or T). This results in transcriptional silencing at genomic loci transcribed by Pol V. Overall, RdDM has been found to occur at a wide range of genomic locations but with preferences for euchromatic regions.

RdDM is excluded to some extent from pericentromeric heterochromatin regions surrounding centromeres [17]. DNA methylation in these regions mostly occurs through an siRNA-independent manner and relies on another SWI2/SNF2-like chromatin remodeler protein called DDM1 (DECREASED DNA METHYLATION 1) [18, 19]. In *Arabidopsis*, DDM1 preferentially affects DNA methylation in heterochromatin, transposable elements and tandem repeat-rich regions, and primarily targets long terminal repeat retrotransposons and Mutator DNA transposons. In addition, DDM1 can modulate the expression of protein-coding genes by regulating their adjacent transposable elements (TEs) [20]. Recent work also suggested that DDM1 functions separately from RdDM by allowing the DNA methyltransferase CHROMOMETHYLASE 2 to approach H1-containing heterochromatin [17]. In addition, DDM1 can regulate gene expression through histone modifications [21].

Here we used epigenetic mutants to investigate the early seedling biomass heterosis of *Arabidopsis* Col and C24 accessions. We uncovered DDM1 as a major regulator of heterosis. We found that genes associated with heterosis were generally not regulated by DNA methylation. Further, high-throughput transcriptomics revealed that DDM1 affects salicylic acid (SA)-related genes. SA defends plants from pathogen infection and abiotic stresses, such as drought [22]. Previous findings have suggested that decreased SA contributed to the increased growth of hybrid plants [8, 23]. However, our findings suggest that SA is a hormetic regulator of biomass heterosis and that, depending on the parent, optimal levels of SA can be associated with improved hybrid growth. Thus, our findings indicate that DDM1 connects epigenetics, SA metabolism and hormesis, to the broader context of heterosis regulation in plants.

## Results

### Heterosis of F_1_ hybrids was impaired in *ddm1* loss-of-function mutants

To test the roles of epigenetic regulators in heterosis, we used a series of homozygous mutants in the C24 background [24–26] and crossed them with their corresponding homozygous alleles in the Col ecotype (for gene accession numbers and SALK IDs of Col and C24, see Supplementary Figure S1A–I and Supplementary Table S1). We made reciprocal crosses between Col_maternal_ × C24_paternal_ and C24_maternal_×Col_paternal_ to obtain F1 and r-F1 hybrids, respectively, and confirmed that they were true hybrids by genotyping (Supplementary Figure S1). We found that F_1_ seedlings from wild type (WT), *rdr2*, *dms3*, *drd1*, *rdm1*, *nrpd1*, *nrpe1*, *ago4*, *ago6* and *rdm3* crosses displayed a significant increase in leaf width compared with their respective parents, indicating a heterosis phenotype (Figure 1). No significant difference in phenotype was observed between reciprocal crosses (Figure 1 and Supplementary Figure S1J).

To determine whether the chromatin remodeler DDM1 affects heterosis, we generated F_1_ hybrids of *ddm1* loss-of-function mutants. We performed independent reciprocal crosses between three Col (*ddm1-1*, *ddm1-10* and *ddm1-16*) and three C24 (*ddm1-9*, *ddm1-14* and *ddm1-15*) *ddm1* alleles. The F_1_ hybrids from different allelic combinations were genotyped to confirm that they are true hybrids (Figure 2 and Supplementary Figure S2). We recently derived *ddm1-14*, *ddm1-15* and *ddm1-16*, and verified their effects by evaluating the methylation status of 5S-rDNA through methylation-sensitive restriction enzyme PCR (Chop-PCR) (Supplementary Figure S2H) [27]. As *ddm1* mutants show developmental defects after a few generations of inbreeding [28], homozygous *ddm1* plants were used for only three generations in heterosis tests and then fresh homozygous seeds were obtained from heterozygous parents.

We examined the growth pattern at the early seedling stage and found that heterosis was markedly impaired in *ddm1*-F_1_ hybrids compared with WT-F_1_ hybrids (Figure 2a). The key morphological traits of seedlings such as root length, leaf width and rosette width were quantified. The WT-F_1_ hybrids showed significantly better performance than both parents (*P*<0.01, *t*-test), confirming best-parent heterosis (BPH). Unlike WT-F_1_, *ddm1*-F_1_ hybrids showed a dramatic reduction in these morphological traits when compared with WT-F_1_ (Supplementary Figure S3D). Although *ddm1*-F_1_ plants displayed a growth pattern that was more vigorous than the parental *ddm1*-C24 plants, it was similar to parental *ddm1*-Col plants. Therefore, *ddm1*-F_1_ seedlings lost the BPH that was observed in WT-F_1_. However, their growth vigor was better than the average performance of the two parents, consistent with mid-parent heterosis (MPH) (Figure 2b). We also evaluated different alleles of *ddm1* and did not detect significant differences among the different allelic combinations (Supplementary Figure S3A–D).

To test whether mutations in both *DDM1* alleles are required for the impairment of hybrid vigor, we performed reciprocal crosses with a *ddm1* mutant in one ecotype and WT in the other ecotype, and examined the heterosis of F_1_ hybrids. Heterozygous F_1_ hybrids from all four crosses, including *ddm1*-Col×*DDM1*-C24, *ddm1*-C24×*DDM1*-Col, *DDM1*-Col×*ddm1*-C24 and *DDM1*-C24×*ddm1*-Col, were compared with their corresponding parents and with WT-F_1_ hybrids as well. No obvious reduction in early seedling growth heterosis was observed in these crosses (Supplementary Figure S3E and F), indicating that loss of BPH requires dysfunction of both *DDM1* alleles in F_1_ hybrids. Further, these results demonstrate that impaired heterosis in *ddm1*-Col and *ddm1*-C24 crosses is not simply due to the slower growth rate of *ddm1*-C24 seedlings.

### NEGs related to SA in F_1_ hybrids

To investigate the molecular basis of BPH-to-MPH conversion in *ddm1*-F_1_, we identified differentially expressed genes (DEGs) in different genotypes, but the DEGs failed to provide a clear explanation of the change in heterosis (Supplementary Information and Supplementary Figures S4 and S5).

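The RNA-seq set held 24 libraries from whole seedlings 14 days after sowing: 3 replicates each of WT-Col, WT-ColxC24, WT-C24xCol, WT-C24, *ddm1*-Col, *ddm1*-ColxC24, *ddm1*-C24xCol and *ddm1*-C24, where a hybrid name gives the mother first. The values are the authors' RPM, the unit of the Methods, made by aligning reads to TAIR10 with TopHat2, counting them per gene with HTSeq and scaling each library to its total. All 24 columns summed to between 999819.3 and 1000187.1, and every value was a multiple of 0.1, so read counts could not be recovered and the depth of a library is not known here. Of the 28437 genes, 2113 to 6076 were at 0 in a given library, and the 100 most abundant genes held 16.7 to 27.3% of a library's sum. The 22329 genes with at least 1 RPM in at least 3 libraries were tested with limma (trend) on log2(RPM + 0.5), a scale that understates the change of genes with low values, with two-sided tests and Benjamini-Hochberg adjusted p. WT-F1 and *ddm1*-F1 stand for the 6 hybrid libraries of each background, with both directions of the cross pooled. After the mean of each genotype was removed, libraries with the same replicate number correlated with a mean r of 0.757 (84 pairs), against -0.36 for libraries with different numbers (168 pairs). The replicate number held 21.8% of the sum of squares and the genotype 73.5%, so each comparison is given without and with the replicate number as a block. Replicate 2 of *ddm1*-C24 went against this pattern, with a mean r of 0.298 with libraries of number 2 and 0.659 with those of number 3. Block values of comparisons that use the *ddm1*-C24 libraries are therefore less certain.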

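DDM1 (AT5G66750, CHR1 in the annotation), the gene mutated in *ddm1* plants, had 6.3, 9.5 and 12.6 RPM in WT-Col replicates 1, 2 and 3, and 2.6, 1.7 and 2.6 RPM in those of *ddm1*-Col. In WT-ColxC24 it had 5.8, 8.5 and 10.7 RPM and in WT-C24xCol 5.8, 5.4 and 12.1 RPM, against 4.1, 5.6 and 8.6 RPM in *ddm1*-ColxC24 and 4.1, 6.5 and 8.0 RPM in *ddm1*-C24xCol. WT-C24 had 6.0, 7.0 and 12.4 RPM, and the libraries labelled *ddm1*-C24 had 6.7, 14.3 and 13.2 RPM, so the transcript of the mutated gene was not lower in them than in WT-C24. The log2 difference of *ddm1*-Col from WT-Col was -1.80 (SE 0.31, limma with Benjamini-Hochberg adjusted p 0.0129, and 0.00388 with the block); it missed the threshold of 0.05 when replicate 2 of *ddm1*-Col (adjusted p 0.0711) or of WT-Col (0.066) was left out. For the libraries labelled *ddm1*-C24 against WT-C24 it was 0.41 (SE 0.40, limma adjusted p 0.777, and 0.359 with the block), and for *ddm1*-F1 against WT-F1 -0.35 (SE 0.25, adjusted p 0.744, and 0.0245 with the block). The difference between the C24 and the Col effect was 2.20 (SE 0.52, limma adjusted p 0.0304, and 0.00222 with the block).

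**Figure D1:**
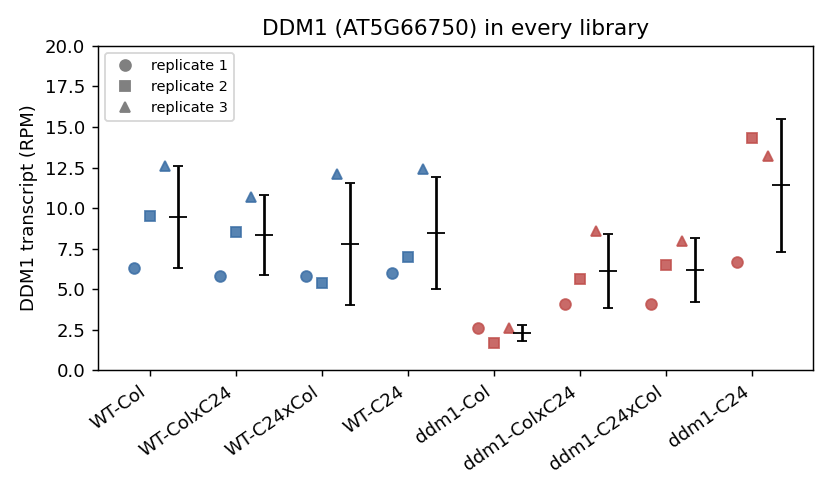
RPM of DDM1 in each library by replicate number, with the mean and SD of each genotype (n = 3 libraries).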

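At a limma adjusted p under 0.05 (Benjamini-Hochberg), 1746 genes were higher and 50 lower in *ddm1*-Col than in WT-Col, 1796 DEGs in all; with the replicate number as a block there were 4175 (2235 higher, 1940 lower). In the libraries labelled *ddm1*-C24, 1922 genes were higher and 252 lower than in WT-C24 (2226 and 542 with the block). *ddm1*-F1 had 2061 genes higher and 263 lower than WT-F1 (3021 and 2569 with the block). Among the genes higher in *ddm1*, 1448 of 1746 in Col (82.9%), 1304 of 1922 in C24 (67.8%) and 1616 of 2061 in F1 (78.4%) carry the biotype pseudogene (67.1, 58.2 and 54.2% with the block), under which the annotation lists transposable element genes, against 1734 (7.8%) of all tested genes; reads of near-identical copies make single values of such genes uncertain. WT-F1 differed from WT-Col in 208 genes (161 higher, 47 lower, block 629 and 1386) and from WT-C24 in 539 (310 higher, 229 lower, block 1071 and 2232). *ddm1*-F1 differed from *ddm1*-Col in 468 genes (273 higher, 195 lower, block 1921 and 2357) and from the libraries labelled *ddm1*-C24 in 3334 (1415 higher, 1919 lower, block 3940 and 6524). Between the reciprocal hybrids there were 5 DEGs in WT, and also 5 with the block, the pseudogenes AT1G36185, AT2G34130, AT3G30764, AT3G31630 and AT4G06570, each at 0.1 RPM in all libraries of one hybrid and at 0 in the other. The *ddm1* hybrids had 0 DEGs between directions (90 genes at an unadjusted p under 0.05), and 208 with the block. The lowest adjusted p-values with the block were in M17 (log2 difference 3.30, limma adjusted p 3.6e-07), CRA1 (4.95, 3.6e-07) and CRU3 (5.17, 0.000127), all higher in *ddm1*-C24xCol. Their notes name late embryogenesis, nutrient reservoir activity and seed storage. Other genes, such as VSP2 (-0.85, adjusted p 0.000317), were lower there. The *ddm1* effect differed between C24 and Col in 1129 genes (2801 with the block). With the block and rescaled libraries, chosen after the data were seen, the majority turned from lower to higher genes: WT-F1 had 864 genes higher and 809 lower than WT-Col and 1499 and 1339 against WT-C24, and *ddm1*-F1 had 5357 and 4804 against the libraries labelled *ddm1*-C24. Of all alternatives the block moved the count most for WT-F1 against WT-Col, to 2015. The median log2 difference of all tested genes was -0.10 for *ddm1*-Col against WT-Col and 0.02 after rescaling the libraries by median ratios.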

We then analysed non-additively expressed genes (NEGs) in WT-F_1_ and *ddm1*-F_1_. NEGs are defined by F1 gene expression that is significantly different from the average value of the parental inbred lines (mid-parent value, MPV). 

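MPV was taken as 3 values per background, each the arithmetic mean RPM of the Col and the C24 library with the same replicate number, and the 6 F1 libraries were compared with them gene by gene. At an unadjusted limma p under 0.05 (two-sided) and without a fold change threshold, 40 genes lay above and 483 below MPV in WT-F1, 523 in all, where 5% of the 22329 tested genes is 1116. With the replicate number as a block, 333 lay above and 3468 below, including 35 of the 40 and 465 of the 483. The excess below MPV depends on the scaling: the median log2 difference of all tested genes was -0.074 and after rescaling by median ratios -0.002, where 70 genes lay above and 376 below without the block, and 1082 and 1622 with it (rescaling together with the block was chosen after the data were seen). The alternative that moved both counts most was the Benjamini-Hochberg adjusted p, which left 1 gene above and 14 below, or 7 and 82 with the block (that combination chosen after the data were seen). Of the genes past the adjusted threshold with all 6 F1 libraries on one side of all 3 MPV values, only AT5G34790 lay above MPV: log2 difference 0.86 (SE 0.10, limma adjusted p 0.0387, and 0.0443 with the block), a pseudogene at 2.72 ± 0.33 RPM (SD, n = 6) in WT-F1 and at 0 in every WT-C24 library. The largest changes below MPV were in the pseudogene AT3G23725 (-1.42, SE 0.13, adjusted p 0.0116, and 0.0267 with the block), listed at 0 in every WT-F1 and WT-Col library, whose *ddm1* effect differed between accessions without and with the block; in FT (AT1G65480, -1.31, SE 0.16, adjusted p 0.0387, and 0.0443 with the block), with 0.12 ± 0.12 RPM in WT-F1 and an MPV of 1.02 ± 0.14; and in the protein kinase gene AT5G38250 (-0.92, SE 0.07, adjusted p 0.00189, and 0.018 with the block), whose *ddm1* effect differed between accessions with the block only. All 4 genes had means under 3 RPM in the WT parents and hybrids.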

We identified 347 NEGs in WT-F_1_, using *t*-test (two-sides) and *P*-value<0.05 as cutoff, of which 35 and 312 genes were above or below the MPV, respectively. Using the same criteria, along with a fold change of >2 cutoff to focus on highly functional NEGs, we identified 529 NEGs in *ddm1*-F_1_, of which 93 and 436 were above or below the MPV, respectively. 

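With the same test and a fold change over 2, 17 genes lay above and 512 below MPV in *ddm1*-F1, out of 1700 genes at an unadjusted limma p under 0.05 with any fold change. With the replicate number as a block there were 22 above and 536 below, including all 17 and all 512. A Benjamini-Hochberg adjusted p left 12 above and 357 below. Taking MPV as the mean of the log2 values moved the counts most, to 313 above and 207 below. Of the 512 genes below MPV, 494 (96.5%) were higher in the libraries labelled *ddm1*-C24 than in *ddm1*-Col, against 58.2% of all tested genes; in WT, 355 of the 483 below MPV (73.5%) were higher in WT-C24, against 48%. The DDM1 transcript itself was not lower in the libraries labelled *ddm1*-C24. Above MPV the largest changes were in the pseudogene AT1G49070 (log2 difference 1.97, SE 0.17, limma adjusted p 0.000586, block 1.72e-07, 23.8 ± 2.92 RPM against an MPV of 5.78 ± 1.34), in MAF1 (AT1G77080, 1.71, SE 0.22, adjusted p 0.00351, block 5.98e-06, 7.7 ± 1.8 against 1.98 ± 0.43) and in CYP81D11 (AT3G28740, 1.60, SE 0.23, adjusted p 0.00684, block 1.41e-06, 94.8 ± 23.9 against 30.6 ± 6.71). Below MPV they were in the pseudogene AT1G35735 (-4.12, SE 0.24, limma adjusted p 0.000151, block 7.53e-08, 0.32 ± 0.23 against 13.4 ± 1.72), which was above 0 in WT-F1 in a single library, in AT5G63225 (-3.30, SE 0.21, adjusted p 0.000156, block 1.87e-06, 0.5 ± 0.22 against 9.17 ± 1.16) and in AT3G28510 (-3.10, SE 0.34, adjusted p 0.00156, block 6.37e-07, 7.33 ± 3.19 against 63.0 ± 15.0). Without the block the *ddm1* effect differed between C24 and Col for all of these except MAF1 and CYP81D11, and with it for all except CYP81D11.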

The four classes of NEGs (above or below MPV in WT-F_1_ and *ddm1*-F_1_) were further divided into two groups depending on their upregulation (*ddm1*-Col>WT-Col) or downregulation (*ddm1*-Col<WT-Col) in the *ddm1* mutant (Figure 3a). This resulted in eight groups of NEGs, which were independently tested for gene ontology (GO)-based functional enrichment analysis. 

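Divided by the mean RPM of *ddm1*-Col and WT-Col, the WT-F1 NEGs above MPV fell into 26 with *ddm1*-Col higher and 14 without, and those below MPV into 285 and 198. The *ddm1*-F1 NEGs above MPV fell into 8 and 9, and those below MPV into 372 and 140. With the replicate number as a block the WT groups held 147, 186, 908 and 2560 genes and the *ddm1* groups 12, 10, 383 and 153, in the same order. They included 273 of the 285 and all of the 372 genes. Rescaling the libraries by median ratios, which moved the median of all genes between *ddm1*-Col and WT-Col from -0.10 to 0.02, gave 40, 30, 266 and 110 in WT and 9, 11, 356 and 83 in *ddm1*. With the block and rescaled libraries together, chosen after the data were seen, they held 625, 457, 892 and 730 genes in WT. In *ddm1* they then held 15, 12, 369 and 95. The group of 285 genes moved most under the adjusted p, to 12.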

Only two of these groups displayed functional enrichments, which we subsequently refer to as WT-NEGs (140 genes) and *ddm1*-NEGs (312 genes) (Figure 3a).

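All 312 genes that Supplementary Table S6 lists as *ddm1*-NEGs and all 140 listed as WT-NEGs were found in the table of values, and the means printed there equalled the means of the libraries (3272 values, 0 different). The filter of 1 RPM in 3 libraries left out 78 of the 312 *ddm1*-NEGs and 2 of the 140 WT-NEGs, and 137 of the *ddm1*-NEGs had a mean under 1 RPM over all libraries. The groups called here shared 72 genes with the paper's WT-NEGs and 170 with its *ddm1*-NEGs. Among the 234 *ddm1*-NEGs tested, 184 met the limma criteria used here (p under 0.05, fold change over 2 and below MPV). At any fold change, 232 had p under 0.05. In mean RPM, only 1 gene of the paper's *ddm1*-NEG list had a fold change under 2 between *ddm1*-F1 and MPV. The log2 scale used here understates the change of genes with low values, so the count of 184 does not show that the others miss the paper's threshold. In 50 of the 312, *ddm1*-Col was not above WT-Col in mean RPM, where equal means count as not above.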

Forty-three of the 140 WT-NEGs are related to SA metabolism and response, whereas the remaining WT-NEGs did not show any functional enrichment (Figure 3b). 

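Between the groups below MPV and with *ddm1*-Col above WT-Col, the calls made here shared 106 genes (181 with the replicate number as a block, 3 when an adjusted p was used for both, the alternative that moved this count most), and the paper's lists share 43. The annotation held no gene ontology terms, so the words "salicylic acid" in the TAIR10.1 gene notes were counted instead, over 20531 tested genes with a note, of which 86 (0.42%) have those words. In the WT group called here, 10 of 222 genes with a note had them (odds ratio 12.6, two-sided Fisher exact test over genes, p = 3.08e-08, adjusted 7.7e-08), and with the block 16 of 829 (odds ratio 5.52, Fisher exact p = 2.96e-07, adjusted 6.91e-07). For the 140 WT-NEGs of the paper it was 6 of 138 (odds ratio 11.5, exact p = 2.5e-05, adjusted 5e-05). This test takes genes as independent, and co-regulated genes make its p-values too small.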

The full set of 312 *ddm1*-NEGs are statistically enriched in SA, including the 43 WT-NEGs related to SA (Figure 3b and c). 

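In the *ddm1* group called here, 13 of 255 genes with a note had the words "salicylic acid" (5.1%, odds ratio 14.9, two-sided Fisher exact p = 4.8e-11, adjusted 4.8e-10), and with the replicate number as a block 13 of 263 (4.94%, odds ratio 14.4, exact p = 7.05e-11, adjusted 4.94e-10). In the paper's list of 312 it was 11 of 233 (4.72%, odds ratio 13.4, exact p = 3.68e-09, adjusted 1.84e-08). Among the genes called here in both groups it was 8 of 100 (odds ratio 22.7, exact p = 9.25e-09, adjusted 3.08e-08, block 11 of 172, odds ratio 18.5, exact p = 1.47e-10, adjusted 5.15e-10), and among the 43 genes of both the paper's lists 2 of 43 (odds ratio 11.9, exact p = 0.014, adjusted 0.0175). The groups below MPV without *ddm1*-Col above WT-Col also held such genes: 4 of 129 in *ddm1* (odds ratio 7.93, exact p = 0.00212, adjusted 0.00353, block 4 of 141, adjusted 0.00513) and 4 of 196 in WT (odds ratio 5.15, exact p = 0.00931, adjusted 0.0133, block 12 of 2544, adjusted 0.727). The groups above MPV held 0 of 12 in *ddm1* and 0 of 28 in WT (exact p = 1 each, block 0 of 15, and 2 of 315 with an adjusted p of 0.533).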

For convenience, we refer to these 312 NEGs as SA-NEGs. We further classified the SA-NEGs based on their association with different roles in SA metabolism or response, including core components of SA biosynthesis, activators of SA biosynthesis, downstream of SA signaling and other genes related to SA response (Figure 3d–g, Supplementary Figure S4D and Supplementary Table S6). 

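Of the SA-NEGs named in Figure 3d-g, 24 were examined, and all 24 were below MPV in *ddm1*-F1 at a limma adjusted p under 0.05 (Benjamini-Hochberg over all tested genes), with a median log2 difference of -1.43 and values from -2.67 to -1.04; all 24 were also below it with the replicate number as a block. The list was chosen by this comparison, so these values describe it and do not test it. The largest drop was in PR1 (AT2G14610, -2.67, SE 0.27, limma adjusted p 0.000907, block 1.21e-05) and the smallest in WRKY46 (AT2G46400, -1.04, SE 0.18, adjusted p 0.0142, block 0.000142); PBS3 (AT5G13320) was at -2.08 (SE 0.26, adjusted p 0.00303, block 6.23e-06). In WT-F1 all 24 were below MPV in value, with a median of -0.64 (-1.36 to -0.24); 18 had an unadjusted limma p under 0.05 (21 with the block), and 0 passed the adjustment over all tested genes (4 with the block). WRKY38 (AT5G22570) had the largest WT value, -1.36 (SE 0.22, adjusted p 0.219, block 0.0614). CRK14 and CRK5 belong to a family of similar genes, so their values are uncertain, and among the 6 WT-F1 libraries a single one lay apart from the others for PAD4, ANK, WRKY50 and WRKY70, as did one of *ddm1*-F1 for FMO1. The *ddm1* effect differed between C24 and Col in 4 of the 24 genes, PAD4 among them, and with the block in 14, PR1 and PBS3 among them.

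**Figure D2:**
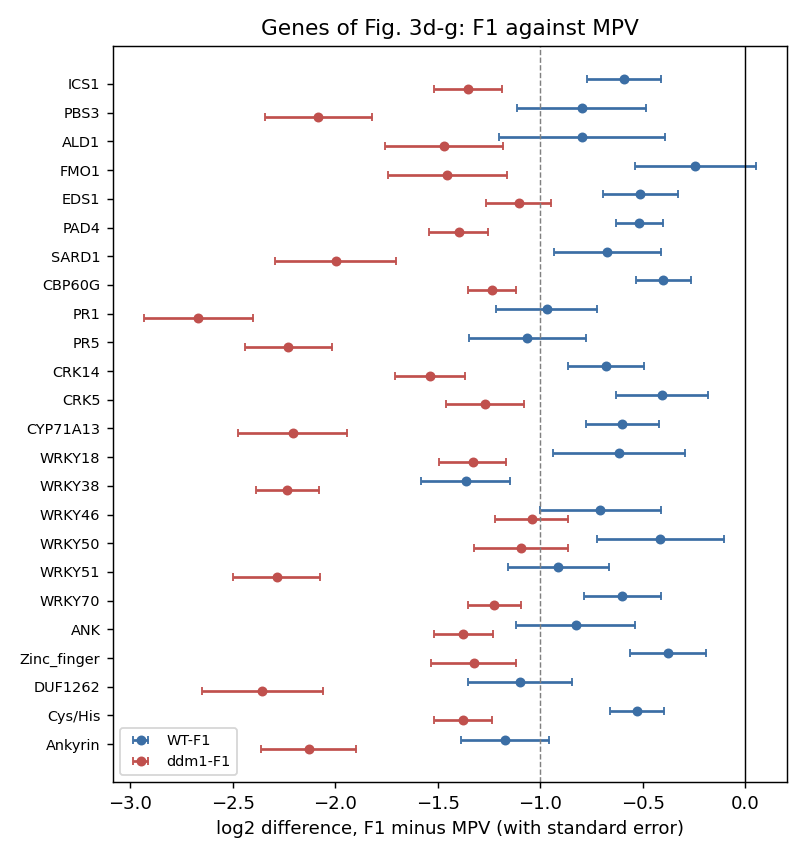
Log2 difference from MPV (with SE) of the genes named in Figure 3d-g, WT-F1 in blue and *ddm1*-F1 in red; the dashed line marks a fold change of 2 below MPV.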

The broad involvement of SA-NEGs with various aspects of SA metabolism strongly suggest that this process influences heterosis.

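Over the 234 SA-NEGs that passed the filter, the log2 difference from MPV in *ddm1*-F1 had a median of -1.23 (-3.30 to -0.36), none was above 0, and 178 were lower at a limma adjusted p under 0.05 (222 with the replicate number as a block, 232 and 234 at an unadjusted p under 0.05). In WT-F1 the median was -0.41, 6 were above 0, and 2 were lower at an adjusted p under 0.05 (14 with the block, 108 and 142 at an unadjusted p under 0.05). As a mean over all 312 SA-NEGs of log2(RPM + 0.5), *ddm1*-F1 differed from its MPV by -1.13. The list was chosen by lying below MPV in *ddm1*-F1, so the *ddm1* values and counts describe it and do not test it. WT-F1 differed by -0.40, with p = 0.0119 in a two-sided exact permutation test of libraries, the smallest that 6 values against 3 allow (0.037 within replicate numbers, again the smallest), and 43 of the 312 are also on the paper's list of genes below MPV in WT-F1. From the range of SA-related roles among these genes the paper proposes that SA metabolism influences heterosis; that the genes lie below MPV in *ddm1*-F1 is part of how the list was made, and growth is not part of these values.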

Further, to determine whether SA-NEGs are regulated through DNA methylation, we performed bisulfite sequencing (BSseq) analyses of the different genotypes but failed to find any association of SA-NEGs with DNA methylation (Supplementary Information and Supplementary Figures S7 and S8).

### Endogenous SA levels determine plant size in WT and *ddm1* mutants

To gain further insight into the regulation of SA-NEGs, we examined their expression levels by box plot analysis. As expected, the SA-NEGs were expressed at higher levels in the *ddm1* mutant compared with WT in parental and with hybrid backgrounds as well (Figures 3a,d–f and 4a). 

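Each library was given an SA-NEG score, the mean of log2(RPM + 0.5) over the 312 SA-NEGs, so that libraries and not genes are the replicates. The score was 0.58 ± 0.05 (SD, n = 3) in WT-Col, 0.86 ± 0.14 in *ddm1*-Col, 1.52 ± 0.07 in WT-C24, 2.68 ± 0.03 in the libraries labelled *ddm1*-C24, 0.80 ± 0.07 (n = 6) in WT-F1 and 0.99 ± 0.10 in *ddm1*-F1. Each *ddm1*-Col library scored above each WT-Col library (difference 0.28, within replicate numbers 0.22, 0.23 and 0.39), and the libraries labelled *ddm1*-C24 above WT-C24 (difference 1.16, within replicate numbers 1.19, 1.19 and 1.11); the two-sided exact permutation p was 0.1 for each, the smallest that 3 against 3 libraries allow, so this design cannot reach 0.05 (0.25 within replicate numbers). *ddm1*-F1 scored above WT-F1 by 0.19 (0.21, 0.18 and 0.19 within replicate numbers, exact permutation p = 0.00649, and 0.0185 with the replicate number as a block). The only alternative that moved this call was a score over the 43 genes in both lists: 0.21, exact permutation p = 0.0693. By gene, 219 of the 234 tested SA-NEGs were higher in *ddm1*-Col than in WT-Col, 6 of them at a limma adjusted p under 0.05 (27 with the block, 31 and 68 at an unadjusted p under 0.05). In C24, 216 were higher in the libraries labelled *ddm1*-C24, 168 higher and 7 lower at an adjusted p under 0.05 (187 and 6 with the block). In F1, 177 were higher in *ddm1*-F1, 35 higher and 1 lower at an adjusted p under 0.05 (67 and 7 with the block). The paper describes the list as genes with *ddm1*-Col above WT-Col, which holds in mean RPM for all but 50 of the 312, so the Col comparison is not independent of it. The list was also chosen by *ddm1*-F1 below MPV, which favours genes high in a *ddm1* parent. The libraries labelled *ddm1*-C24 were the highest of the 4 parents in 282 of the 312, so the C24 comparison is not independent of the list either. DDM1 itself was not lower in those libraries.

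**Figure D3:**
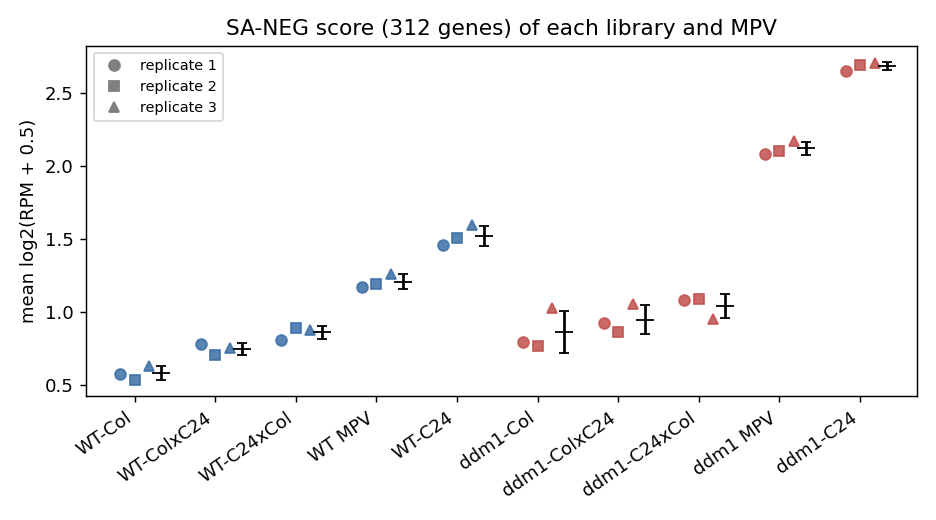
SA-NEG score of each library and of each MPV value, with the mean and SD of each group.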

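The SA-NEG score of WT-F1 was 0.22 above that of WT-Col (0.22, 0.26 and 0.18 within replicate numbers 1, 2 and 3, two-sided exact permutation p = 0.0119 and, with the replicate number as a block, 0.037, each the smallest the design allows). That of *ddm1*-F1 was 0.13 above *ddm1*-Col (0.21, 0.21 and -0.02 within replicate numbers, exact permutation p = 0.143, and 0.185 with the block). Without *ddm1*-Col replicate 3 this difference was 0.21 with an exact permutation p of 0.0357, and as a median over genes in place of a mean it was 0.20 (exact permutation p = 0.0833), so the call in *ddm1* depends on that library. Whether the difference in *ddm1* is smaller than in WT was not tested. The list was chosen by *ddm1*-Col above WT-Col and by low values in *ddm1*-F1, in these same libraries. Such a choice tends to widen the difference in WT and to narrow that in *ddm1*, so neither is independent of it. By gene, 169 of 234 SA-NEGs were higher in WT-F1 than in WT-Col, 6 higher and 1 lower at a limma adjusted p under 0.05 (32 and 2 with the block, unadjusted 54 and 5), and 165 were higher in *ddm1*-F1 than in *ddm1*-Col, 5 higher and 0 lower (34 and 6 with the block, unadjusted 33 and 4). CYP71A13 (AT2G30770), whose *ddm1* effect differed between accessions, was the only gene of Figure 3d-g past the adjusted threshold in WT without the block (6 with it), with a log2 difference of 1.22 (SE 0.19, limma adjusted p 0.025, block 0.00873), and PR1, whose *ddm1* effect differed between accessions with the block only, was the only one in *ddm1* (6 with it), with 1.63 (SE 0.32, limma adjusted p 0.0331, block 0.000988). On a scale from Col at 0% to C24 at 100%, the score lay at 17.7% in WT-ColxC24, 29.7% in WT-C24xCol, 4.7% in *ddm1*-ColxC24 and 9.8% in *ddm1*-C24xCol, the *ddm1* values being set against the libraries labelled *ddm1*-C24, in which DDM1 was not lower.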

We noticed that the expression of SA-NEGs in WT-F_1_ was higher than in Col parents; however, no significant change in the expression of SA-NEGs was observed between *ddm1*-Col and *ddm1*-F_1_ (*P*>0.05), consistent with the comparable growth phenotypes of these plants (Figure 2a). To evaluate the expression of specific parental alleles in F_1_ hybrids, we selected 243 SA-NEGs that contain single-nucleotide polymorphisms, which distinguish the Col and C24 parent backgrounds. We evaluated the expression of these SA-NEGs by box plot analysis and found that the expression of the C24 allele, but not the Col allele, was significantly altered and reduced in the hybrids relative to the respective parent. In contrast to WT plants, SA-NEGs in *ddm1* mutants are expressed at similar levels from each allele in the Col parent and in the hybrid plants (Figure 4b). The *ddm1*-Col-like expression of SA-NEGs from both alleles in *ddm1*-F1 hybrid and Col parent plants may account for their similar growth phenotypes (Figure 2a).

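Of the 24 genes of Figure 3d-g, 20 were higher in *ddm1*-F1 than in WT-F1 in value, with a median log2 difference of 0.29 (-0.47 to 0.94); 10 were higher and 1 lower at an unadjusted limma p under 0.05 (15 and 1 with the replicate number as a block). At a Benjamini-Hochberg adjusted p under 0.05 over all tested genes, 5 were higher and 0 lower (12 and 1 with the block). These were WRKY46 (0.94, SE 0.21, limma adjusted p 0.00643, block 0.000315), WRKY18 (AT4G31800, 0.73, SE 0.21, adjusted p 0.037, block 0.000922), the ankyrin gene AT4G03450 (0.70, SE 0.21, adjusted p 0.0494, block 0.00768), CBP60G (AT5G26920, 0.55, SE 0.11, adjusted p 0.00298, block 7.61e-05) and the Cys/His-rich gene AT2G27660 (0.42, SE 0.12, adjusted p 0.0411, block 0.00616). For WRKY18, AT4G03450 and AT2G27660 the adjusted p rose past 0.05 in some of the fits that left out 1 library, and the *ddm1* effect differed between C24 and Col for CBP60G and AT2G27660, and with the block also for WRKY18 and PR1. The gene lower with the block was CRK5 (AT4G23130, -0.47, SE 0.17, adjusted p 0.129, block 0.01), whose value is uncertain because similar genes share its family. PR1 was 0.58 higher (SE 0.21, adjusted p 0.145, block 0.0404).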

As many SA metabolism-related genes were upregulated in *ddm1*-F_1_ compared with WT-F_1_, we hypothesized that different endogenous SA concentrations might underlie their distinct phenotypes. To test this hypothesis, we quantified SA levels in different genotypes. We found that the levels of SA (Figure 4c) correlated with the expression levels of SA-NEGs (Figure 4a) at both 14 and 22 days after germination. Maximum growth occurred at an optimal endogenous SA concentration observed only with WT-F_1_ hybrid plants (about 0.11 ng mg^−1^ fresh weight (FW)). Growth was reduced at sub-optimal endogenous SA concentrations (0.07 ng mg^−1^ FW, WT-Col) and supra-optimal concentrations (⩾0.3 ng mg^−1^ FW, WT-C24, all *ddm1* parent and hybrid plants) (Figure 4d). The SA level in *ddm1*-F_1_ increased by 3.55-fold compared with WT-F_1_ at 14 day-old seedlings, shifting it from optimal to supra-optimal and from BPH to MPH.

To further validate that loss of the BPH phenotype of *ddm1*-F_1_ arises from higher SA concentrations, we treated WT-F_1_ plants with exogenous SA and monitored growth performance. These treatments abrogated heterosis in WT-F_1_ hybrids, including heterosis in plant size and FW (Figure 4e). Moreover, low concentrations of SA improved the growth of Col plants but not C24 (Supplementary Figure S6), suggesting that SA is a hormetic regulator of plant growth. Together, these data suggest that heterosis in WT-F_1_ hybrids reflects an optimal level of SA metabolism, and that sub- and supra-optimal levels of SA negatively influence growth.

## Discussion

Col/C24 *Arabidopsis* hybrids are known to show heterotic phenotypes, including increased biomass and photosynthetic ability [29]. The extent of heterosis changes throughout the growth cycle of plant [30]. therefore, we selected early seedling stages and evaluated the contribution of different epigenetic regulators, such as some RdDM components and DDM1 (chromatin remodeler) in regulating biomass heterosis. The tested RdDM mutants maintained heterosis, at least during the early seedling stage. These results are consistent with recent work in *Arabidopsis* [14] and also with the observation in maize that loss of *MOP1* (modifier of paramutation1), an RDR2 ortholog in the RdDM pathway in maize, did not affect the hybrid vigor of B73 × Mo17 hybrids [15]. Unlike RdDM mutants, F_1_ hybrids generated in *ddm1* mutant backgrounds clearly showed reduced heterosis compared with WT-F_1_, with the BPH traits in WT-F_1_ changing to MPH in *ddm1*-F_1_.

NEGs, the subset of DEGs that deviate from the MPV, are routinely evaluated in hybrid progeny [1] and it has been proposed that NEGs may explain heterosis [31]. Indeed, NEGs have provided insight into the heterosis observed in Col/C24 hybrids towards abiotic and biotic stimuli [29]. We identified 312 functionally enriched NEGs related to SA (SA-NEGs) in WT/*ddm1* F1 hybrids. In general, a relatively higher expression of SA-NEGs correlated negatively with growth, except for WT-Col parental and WT-F_1_ hybrid plants (Figure 4). Indeed, WT-F_1_ plants display an optimal level of SA-NEGs expression associated with optimal growth; expression outside this range impairs growth.

We found that the SA-NEGs targeted by DDM1 are enriched for genes related to SA metabolism, including SA biosynthesis and its activation, SA downstream signaling and SA responsive genes. SA is a major phytohormone controlling the defence response, as well as growth and development in plants. Its biosynthesis occurs via two pathways: one from cinnamate, catalyzed by phenylalanine ammonia lyase, and the other from chorismate, catalyzed by isochorismate synthase (ICS) [32, 33]. ICS1 (also known as SID2) is the predominant form of ICS [34] and was an SA-NEGs gene. 

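ICS1 (AT1G74710, EDS16 in the annotation) had 17.6 ± 2.52 RPM (SD, n = 3) in WT-Col, 47.7 ± 6.23 in WT-C24 and 21.7 ± 4.61 (n = 6) in WT-F1, against a WT MPV of 32.6 ± 3.91. In *ddm1* it had 24.6 ± 10.5 RPM in *ddm1*-Col, 123.2 ± 5.92 in the libraries labelled *ddm1*-C24 and 29.0 ± 5.6 in *ddm1*-F1, against an MPV of 73.9 ± 7.31. The log2 difference from MPV was -1.35 (SE 0.17) in *ddm1*-F1, with a limma adjusted p of 0.00277 (Benjamini-Hochberg, 3.14e-05 with the replicate number as a block). In WT-F1 it was -0.59 (SE 0.18), with an adjusted p of 1 (0.118 with the block). The unadjusted limma p in WT-F1 was 0.0106 (0.00274 with the block), so ICS1 met the NEG criterion used here for WT-F1. Between *ddm1* and WT the log2 difference was 0.41 (SE 0.31, adjusted p 1, block 0.103) in Col, 1.37 (SE 0.14, adjusted p 0.00162, block 0.00256) in C24 and 0.41 (SE 0.16, adjusted p 0.178, block 0.03) in F1. The C24 and the Col value differed by 0.96 (adjusted p 0.241, block 0.0269).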

The SA-NEGs in the SA biosynthesis activation category included genes that function upstream of ICS1 or transcription factors that activate its expression. 

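ALD1 (AT2G13810) and FMO1 (AT1G19250) were both below MPV in *ddm1*-F1: ALD1 had 3.93 ± 1.73 RPM (SD, n = 6) against an MPV of 11.2 ± 1.54, a log2 difference of -1.47 (SE 0.29, limma with Benjamini-Hochberg adjusted p 0.0285, and 0.00133 with the replicate number as a block), and FMO1 8.37 ± 2.54 against 22.7 ± 0.42, a difference of -1.45 (SE 0.29, adjusted p 0.0309, and 0.00176 with the block). In WT-F1 the differences were -0.80 (SE 0.40, limma adjusted p 1, block 0.293) for ALD1 and -0.24 (SE 0.30, adjusted p 1, block 0.702) for FMO1. ALD1 differed by -0.02 (SE 0.33, adjusted p 1, block 0.968) between *ddm1*-F1 and WT-F1, a sign that rescaling the libraries by median ratios turns to 0.03, and FMO1 by 0.17 (SE 0.27, adjusted p 1, block 0.659). The value of FMO1 in *ddm1*-C24xCol replicate 3, 3.6 RPM, lay below those of the other *ddm1*-F1 libraries, 8.7 to 11.3 RPM.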

ALD1 is an aminotransferase mediating the biosynthesis of another immune regulatory metabolite, pipecolic acid, and FMO1 is an essential component of pipecolic acid downstream signaling. Although pipecolic acid positively regulates SA biosynthesis and signaling, there is a significant SA-independent component of ALD1/pipecolic acid/FMO1-mediated defense signaling [35, 36]. Mutations in these genes are known to attenuate SA accumulation in response to pathogen attack [33, 37, 38]. SA-NEGs were also enriched for genes that function downstream of SA, including SA-responsive genes. Interestingly, genes related to SA repression were absent, suggesting that SA-NEGs positively regulate SA signaling.

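Genes whose annotation notes name binding to NPR1 (NIM1) or negative regulation of defence responses were looked up in Supplementary Table S6, where NIMIN1 (AT1G02450) and NIMIN-2 (AT3G25882) are listed among the 312 SA-NEGs and NPR3 (AT5G45110) among the WT-NEGs only. NIMIN1 had 3.15 ± 1.66 RPM (SD, n = 6) in *ddm1*-F1 and 20.5 ± 2.59 (n = 3) in the libraries labelled *ddm1*-C24, with a log2 difference from MPV of -1.78 (SE 0.31, limma with Benjamini-Hochberg adjusted p 0.0156, and 0.000104 with the replicate number as a block). NIMIN-2 had 4.73 ± 1.68 and 44.8 ± 7.43 RPM, with a difference of -2.26 (SE 0.30, adjusted p 0.00393, block 4.88e-06). NPR3 was at -0.59 (SE 0.15, limma adjusted p 0.107, block 0.000719) in *ddm1*-F1 and at -0.31 (SE 0.09, adjusted p 1, block 0.122) in WT-F1. The *ddm1* effect on NIMIN-2 and NPR3 differed between C24 and Col with the block only.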

The enrichment for a wide range of SA-related genes in the set of SA-NEGs suggested that endogenous SA levels may differ between different genotypes and underlie heterosis. SA metabolism has been previously implicated in hybrid vigor in the contexts of the defence response and growth performance in *Arabidopsis* [8, 23]. Yang *et al.* [23] found that F1 hybrids with a higher level of SA than parents display heterosis for the defence response but not growth. Groszmann *et al.* [8] revealed that F1 hybrids with lower endogenous SA levels than MPV displayed heterosis for growth performance, which was compromised by SA treatment. Consistent with these findings, we observed a perfect overlap between SA-NEGs expression and SA concentration at two developmental stages. However, more interestingly, our data suggest hormetic modulation of hybrid vigor by SA. Increased, low endogenous SA concentrations stimulate growth (for example, WT-F_1_ compared with WT-Col) but, beyond a threshold, SA inhibits growth (for example, WT-C24 and all *ddm1* mutant plants). This type of SA dose-dependent growth phenotype with WT-F_1_ and Col supports the conclusion that SA is hormetic in promoting plant growth, consistent with previous supplementation [39–42] and genetic studies [43]. The endogenous SA concentrations of WT-Col and WT-C24 flank the optimal SA level for growth and the non-additive expression of SA metabolism genes in WT-F_1_ lead to optimal SA levels and the BPH phenotype. The allele-specific expression data revealed that *ddm1* mutants displayed increased expression of SA-NEGs from both alleles compared with WT, in particular from the C24 allele. Thus, both *ddm1* mutant parents display supra-optimal endogenous SA levels and SA-NEGs expression, which is maintained in the hybrid progeny. As a result, BPH is converted to MPH in *ddm1*-F_1_ due to the hormetic response to SA. Our findings that altered expression of SA metabolism and immune/defence response genes correlates with hybrid vigor suggest that the improved growth of hybrids may be recapitulated in parental plants by optimizing environmental stressors to induce endogenous hormetic responses. Hormesis appears to be induced by many endogenous biological processes, including stress, inflammation and cellular respiration, where a low level of potentially toxic byproducts ultimately improves performance [44–47]. We propose that some improved hybrid traits reflect the optimized, endogenous regulation of stress-induced hormesis.

We found that DDM1 is a major regulator of early stage growth heterosis in Col /C24 accession of *Arabidopsis*. In order to further dissect how *ddm1* drives BPH-to-MPH transformation in *ddm1*-F_1_, we performed transcriptome analysis and uncovered SA-NEGs, the differential NEGs enriched in the genes related to SA metabolism. Methylome analysis demonstrated that the SA-NEGs were mostly in the low- and unmethylated categories, which suggested that *ddm1* regulates the expression of coding genes by epigenetic mechanisms other than DNA methylation. DDM1-mediated regulation of coding genes has been previously demonstrated through generation of *ddm1*-induced epigenetic inbred lines, which show flowering time and root length phenotypes [48]. It has been shown that *ddm1* mutants display a genome-wide increase in transcription and in histone methylation marks associated with gene activation (H3K4me1/2/3) rather than repression (H3K9me2 and H3K27me3) [21, 49] implying that these histone modifications may be involved in regulation of SA-NEGs; however, other epigenetic marks might also be important, as reported previously [23, 50]. The role of epigenetic modifications in heterosis requires further investigation.

In conclusion, the study revealed that the chromatin remodeler DDM1 is a major regulator of early seedling biomass heterosis in Col/C24 accessions of *Arabidopsis thaliana*. *ddm1* hybrids display elevated expression of NEGs that are functionally enriched for SA metabolism, leading to increased endogenous SA levels. We propose that SA is a hormetic regulator of plant growth, with increased growth associated with increased SA at low concentrations, but inhibition associated with high concentrations. WT-F_1_ hybrids generated from a cross of WT-Col and WT-C24 produce plants with optimal SA-NEGs expression, endogenous SA concentration and hybrid vigor. Our study links epigenetics to hormone metabolism and hybrid vigor through DDM1. Importantly, we propose that endogenous SA levels and SA-related gene expression can predict whether crosses between two genotypes will show growth heterosis (Figure 5).

## Materials and Methods

### Plant growth and phenotyping of different genotypes

The *Arabidopsis* seeds from WT Columbia-0 and C24 background were available in the lab. The epigenetic mutants in Col were procured from *Arabidopsis* Biological Resource Centre (http://www.biosci.ohio-state.edu/pcmb). The mutants in C24 background were from previous studies [24, 25]. Seeds were surface sterilized and then plated on Murashige and Skoog medium [51]. To ensure homogenous germination, seeds were kept at 4 °C. After 7 days of stratification, seeds were transferred to growth room and then allowed to grow in continuous, cool fluorescent white light (100 μE m^−2^ s^−1^) at 22 °C under long day conditions. The 7 day-old seedlings were transplanted on soil pots and at 25 day after sowed, phenotyping was performed in terms of plant width and leaf width. For root phenotyping, 12 day-old seedlings were transplanted on vertical plates and after 7 days increase in root length was measured.

### Generation of hybrids and genotyping

The F_1_ hybrids between Col-0 and C24 under WT and *ddm-1* background were generated as described previously [29]. The heterozygotic nature of produced hybrids was confirmed through genotyping according to particular mutant information. At least one natural variant site was selected between Col and C24, to confirm that F_1_ progenies were really from Col and C24 hybridization. The primers for genotyping and Chop-PCR are listed under Supplementary Table S2.

### RNAseq and data analysis

All the different genotypes were grown on plates in triplicates. At 14 day after sowed, entire seedling was collected, RNA was isolated and RNA sequencing (RNAseq) was performed on Illumina HiSeq 2000 platform (San Diego, CA, USA). The sequencing statistics of different RNAseq libraries can be found as Supplementary Table S4. The raw sequencing reads from all the runs were first trimmed for lo- quality regions and adapter sequences. Clean reads were aligned to TAIR10 *Arabidopsis* reference genome using TopHat2 software [52]. The resulted BAM alignment files were used as input to summarize the gene expression levels using HTSeq-count [53]. The low expressed genes were removed and only genes with an expression level of at least 1 read per million in at least three samples were retained for further analysis. 

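In the table of values 22329 genes met this criterion and 6108 did not. Of all 28437 genes, 61 were at 0 in every library and 20332 above 0 in every library. Without the filter the WT-F1 NEGs were 57 above and 561 below MPV, and those of *ddm1*-F1 were above and below MPV in 17 and 522 cases.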

The R package edgeR, which uses counts per gene from different samples as input and performs data normalization using trimmed mean of M-values method, was used to identify DEGs [54]. To identify NEGs, we compared the average expression value of two parents as MPV, with the expression values of F_1_ using the same algorithm and criteria as used for DEGs. The log2 transformed values of normalized gene expression (reads per million) was used to build an expression matrix. 

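A principal component analysis of log2(RPM + 0.5) over the 22329 tested genes and 24 libraries put 54.9% of the variance on the first component, of which *ddm1* status explained 99.6%, and 18.2% on the second, of which the replicate number explained 89.2%. The third component held 12.8% (81.5% explained by the classes Col parent, hybrid and C24 parent) and the fourth 5.6% (70.9% by replicate number). Of the 1818 genes of Supplementary Table S7, 1556 are annotated there as transposable element genes; at a limma adjusted p under 0.05, 1615 were higher in *ddm1*-Col than in WT-Col, 1451 in the libraries labelled *ddm1*-C24 than in WT-C24 and 1787 in *ddm1*-F1 than in WT-F1, with median log2 differences of 3.47, 2.99 and 3.29. These were chosen as *ddm1*-affected genes, so the values describe the list. The replicate columns of that table match the libraries used here, every value to within 0.5 RPM, for 43 genes as numbered, and for all 1818 once numbers 1 and 3 are exchanged; the numbers of the libraries were used.

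**Figure D4:**
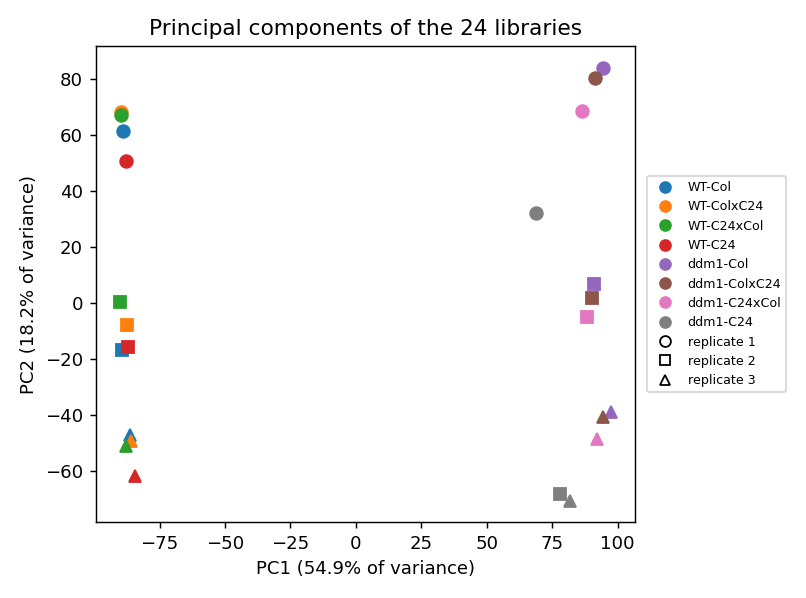
Principal components 1 and 2 of the 24 libraries, over all tested genes.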

The matrix from different replicates from each genotypes was independently transposed (Supplementary Table S7), then prcomp function in R [55] was used to perform principal component analysis. The R package pheatmap (Kolde, 2011) was used to draw the heat map for gene expression of NEGs. The bedtools intersect was used to find the abundance of transposons and Fisher’s exact test was used to test for statistical significance. The single-nucleotide polymorphisms information was collected from publicly available database for Col and C24 (http://1001genomes.org/data/MPI/MPISchneeberger2011/releases/current/C24/Marker/C24.SNPs.TAIR9.txt) and allele-specific mapping was extracted from bam alignment file of F_1_ hybrids using asSeq [56], which was used as input for HTSeq-count to calculate the allelic expression level of NEGs.

The RNAseq data were validated using quantitative real-time PCR analysis, as described previously [57]. The primer details can be seen under Supplementary Table S3.

### GO analysis

To analysis the functional enrichments of NEGs, we performed the GO analysis using GOEAST (http://omicslab.genetics.ac.cn/GOEAST/). After we obtained the GO terms lists, the *P*-value was then adjusted by Benjamini and Hochberg method, to control the false discovery rate with<0.01 cutoff. The top 10 GO terms were showed in the figures as *P*-value bar plots.

### Measurement of SA contents in plants

The endogenous SA contents were measured using liquid chromatography–mass spectrometry. Approximately 25 mg fresh plant sample was homogenized with 500 μl acetone:50 mM citric acid extraction solvent (70:30, vol/vol). The content was centrifuged at 1 000 r.p.m. at 4 °C in dark for 3 h. The supernatant was separated and then evaporated using in a concentrator (Labconco) at −4 °C under vacuum for 1 h. The residual was added with 300 μl of diethyl ether and then centrifuged at 5 000 r.p.m. for 5 min. The upper organic phase was collected thrice. The pooled organic phase was dried at −4 °C under vacuum for 1 h and then dissolved in 200 μl of 50% acetonitrile. After centrifuging at 10 000 r.p.m. for 5 min, the supernatant was collected and used for liquid chromatography–mass spectrometry analysis. During extraction, SA-d4 was also added, which serve as internal standard.

### Exogenous treatment of SA

The exogenous supply to SA was given in the form of foliar spray or medium supplement. For foliar spray, SA was applied at two different developmental stages of the plant. Two different doses of SA such as 1 and 5 mM were used for plants at 15 and 22 day after sowed, respectively. The SA was prepared along with 0.01% Tween-20. The plants sprayed with Tween-20 alone served as control. For the medium supplement, *Arabidopsis* seedlings were grown on 1/2 Murashige and Skoog (MS) medium with different concentrations of SA. At 12 days after growth, seedlings were transplanted to soil for further phenotyping in the next development stages.

### BSseq analysis

All the genotypes were grown on plates for 14 days and then collected for BSseq analysis. The sequencing statistics of different BSseq libraries can be found as Supplementary Table S5. The raw reads were mapped to Col-0 TAIR10 *A. thaliana* genome with BSMAP aligner allowing up to four mismatches [58]. Only uniquely mapped reads were used for subsequent calculation. Only cytosines with a depth of at least four were kept for the determination of cytosine methylation levels [59]. We used the DNA methylation levels of gene body, upstream (2 kb) and downstream for each annotated, to build the DNA methylation matrix (Supplementary Table S8), then used the prcomp function in R [55] for principal component analysis.

### Statistical analysis and sequencing data deposition

The experiments during the entire course of the study were carried out in a completely randomized design. All the experiments were repeated at least twice to check reproducibility. Student’s *t*-test was performed to determine the significant difference between treatments using R statistical computing package [55]. Genome-wide DNA methylation profile was visualized in Integrative Genomics Viewer [60] or Integrated Genome Browser [61].

## Figures and Tables

**Figure 1:**
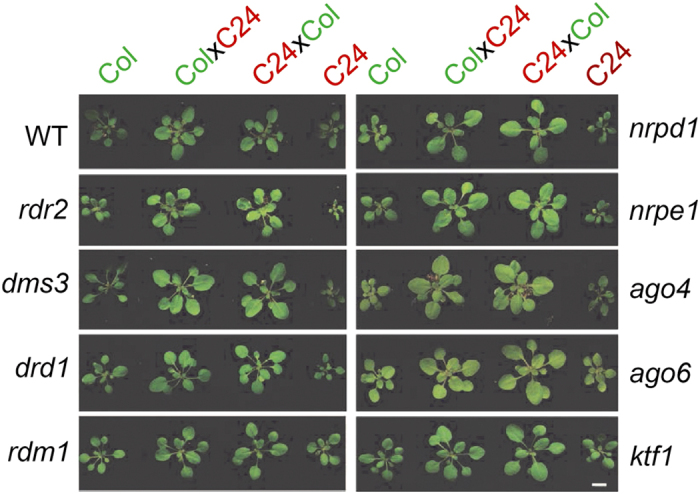
Heterotic phenotypes of F_1_ hybrids from Col and C24 crosses in wild-type and RdDM mutant backgrounds. F_1_ hybrids were produced from Col and C24 crosses using wild-type and RdDM pathway mutant plants. As a convention, the maternal parent is listed first. The mutant details are described in Supplementary Table S1. Seedlings from all genotypes were gown in pots and then phenotyping was conducted at 18–20 DAS (day after sowed) (scale bar=2 cm.) For quantitative assessment, refer Supplementary Figure S1J. The experiments were performed in triplicate to confirm reproducibility.

**Figure 2:**
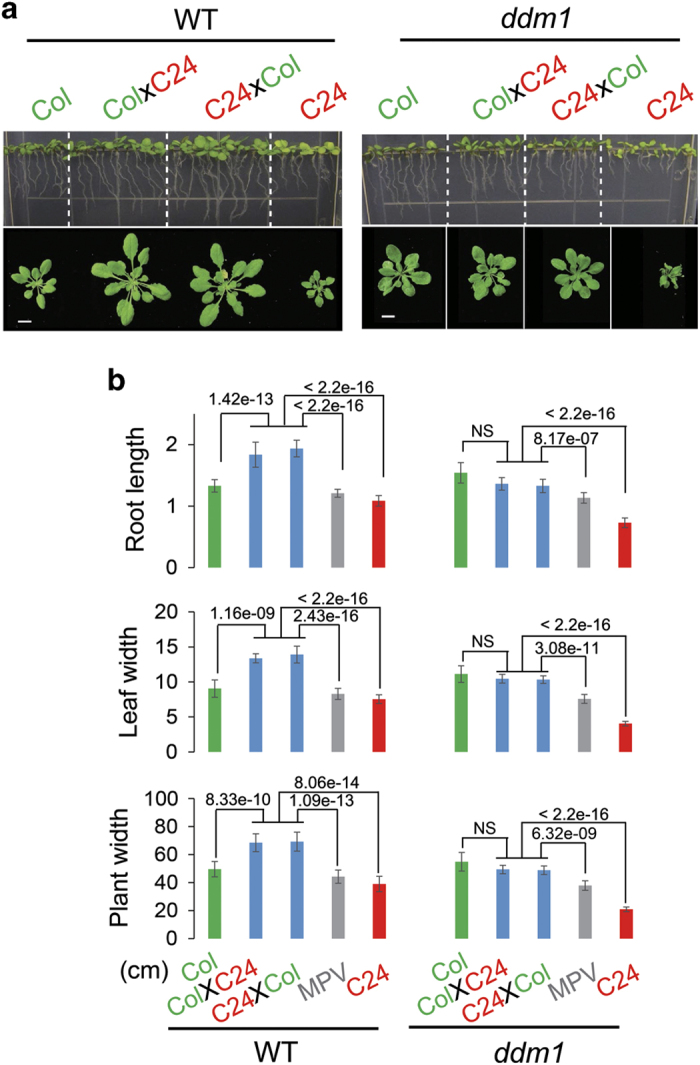
Heterosis was impaired in F_1_ offspring of Col and C24 in *ddm1* mutant background. The phenotyping of F1 wild-type and *ddm1* mutant plants was performed by the pot and vertical plate method. WT-F_1_ showed BPH, whereas *ddm1*-F_1_ showed MPH performance (**a**). The differential phenotype was quantified in terms of root length (at 10 DAS), leaf width and plant width (at 20 DAS) (**b**). The *P-*values are shown for corresponding pair-wise comparisons (NS, not significant; *P*-values>0.05, *t*-test). The *ddm1-10* (Col) and *ddm1-15* (C24) were used in this experiment. The experiments were performed in triplicate, to confirm reproducibility. MPV, mid-parent values (scale bar, 1 cm).

**Figure 3:**
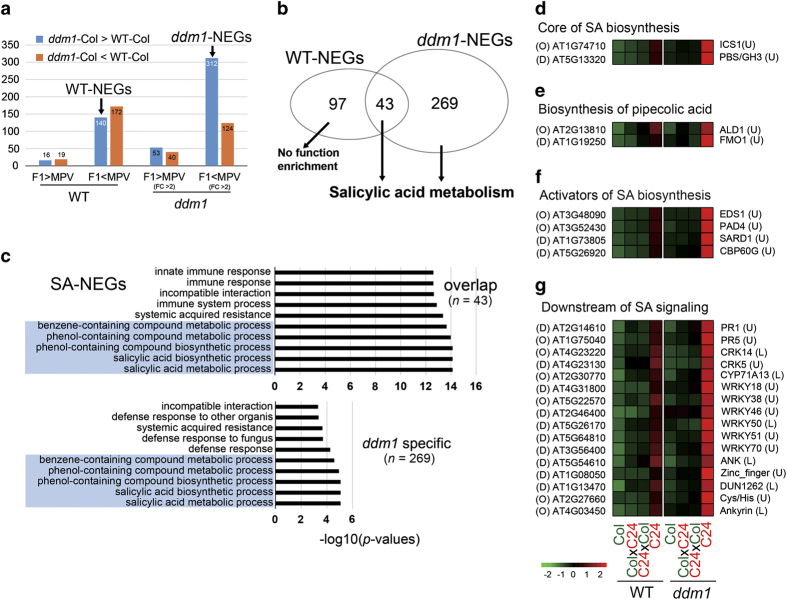
The functional NEGs were enriched in SA metabolism (SA-NEGs). Genes showing differential expression compared with MPVs were defined as NEGs in WT- and *ddm1*-F_1_ (**a**). Venn diagram shows the overlap of WT- and *ddm1*-NEGs and their functional enrichment in SA metabolism (**b**). GO-based functional analysis showed that overlapped NEGs between WT and *ddm1* are significantly enriched in SA metabolism (**c**). The NEGs related to SA metabolism were further classified on the basis of their involvement with core SA biosynthesis (**d**), biosynthesis of pipecolic acid (**e**), activator of SA biosynthesis (**f**) and downstream to SA signaling (**g**). The letter ‘O’ and ‘D’ in brackets before gene IDs indicated that the genes were from ‘overlap’ or ‘*ddm1* specifc’ groups in **c**, respectively. The letter ‘L’ and ‘U’ in brackets after gene names indicated that the gene were from ‘Low-methylation’ or ‘Unmethylated’ groups in Supplementary Figure S7.

**Figure 4:**
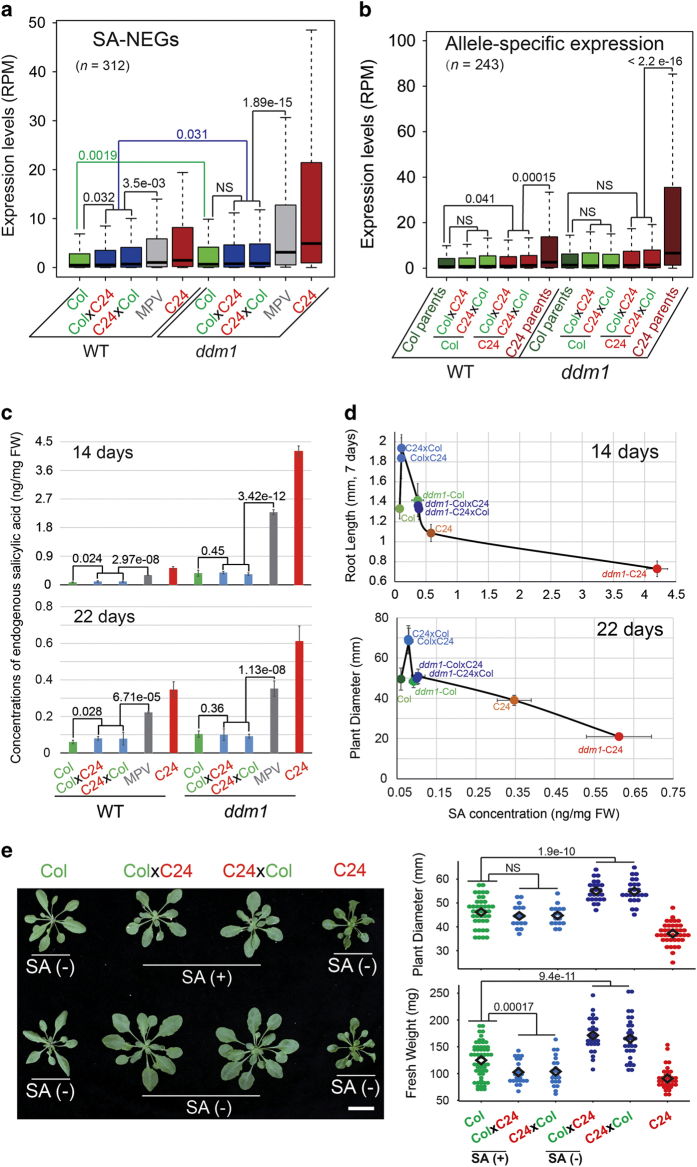
The expression of SA-NEGs correlates with endogenous SA levels. The expression pattern of 312 SA-NEGs were analyzed in different genotypes using boxplots. The differences between the corresponding pairwise comparisons were calculated using *t*-test. The green and blue lines indicated the differences of WT-Col/*ddm1*-Col and of WT-F_1_s/*ddm1*-F_1_s, respectively (**a**). Allele-specific gene expression was also analyzed for WT and *ddm1* using publicly available single-nucleotide polymorphism database between Col and C24 accessions (**b**). The endogenous SA concentration was measured in WT and *ddm1* genotypes (both parents and hybrid) at two developmental stages of 14 and 22 DAS (**c**). The dependence of root length and plant size on SA dose is shown (**b**, **d**). The effect of exogenous SA on heterosis performance of WT-F_1_ with foliar spray (see section Exogenous treatment of SA) was monitored and quantified in terms of plant size and FW (**e**).

**Figure 5:**
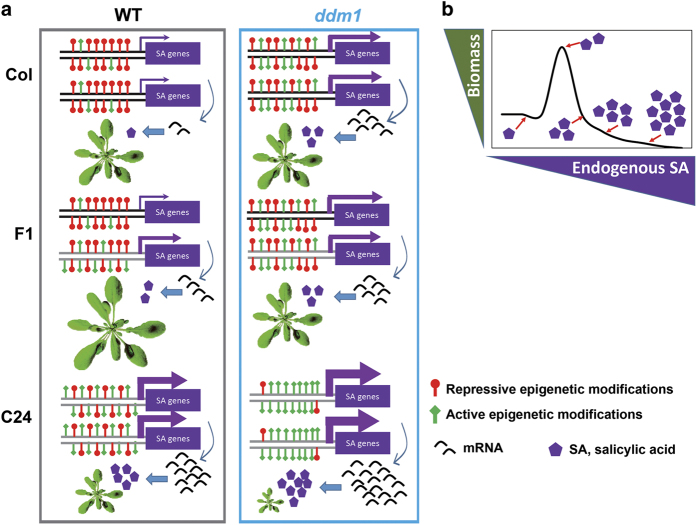
A working model for the proposed action of DDM1-mediated regulation of heterosis through SA metabolism. (**a**) The promoter status of SA-related genes, SA transcripts abundance, SA concentration and phenotype of parents and F_1_ in WT and *ddm1* mutant background. (**b**) The effect of dose-dependent SA concentration over plant growth. The F_1_ hybrids from WT Col and C24 possess SA gene expression/concentration in the optimum zone and, hence, BPH phenotype is seen. As *ddm1* increases the ratio of active (green bars) to repressive (red bars) epigenetic marks in promoter elements, SA-related gene expression and SA concentration is increased in *ddm1*-parents. Thus, F_1_ hybrids produced from the *ddm1* background display supra-optimal SA concentrations and hence MPH phenotype is seen.

How the deposited data were processed for this re-analysis (not part of the article)

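RNA of whole seedlings 14 days after sowing was measured in 24 libraries, 3 replicates each of 8 genotypes: the parents WT-Col, WT-C24, *ddm1*-Col and *ddm1*-C24 and the reciprocal hybrids WT-ColxC24, WT-C24xCol, *ddm1*-ColxC24 and *ddm1*-C24xCol. The 4 bisulfite samples of the study, the growth and SA measurements and the allele-specific counts were not analysed here.

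The authors aligned the reads to TAIR10 with TopHat2, counted them per gene with HTSeq and deposited the values in RPM, that is, each count scaled to the library's total. The paper's text names neither the HTSeq settings nor the strandedness of the libraries, so the values of overlapping genes and of near-identical copies, such as transposable elements, pseudogenes and members of the CRK family, are reported as uncertain. The table held 28437 genes and 0 columns of other samples. Column sums lay between 999819.3 and 1000187.1 and all values (100%) were multiples of 0.1. Read counts were therefore not recovered and no count-based method was used. The depth of a library is not known here. The paper refers to a supplementary table for the sequencing statistics, which was not used here. A step of 0.1 RPM is the precision of every value. A gene listed at 0 thus had no reads or too few to reach that step, and values under 1 RPM carry that coarse step. Median-ratio factors ran from 0.855 (*ddm1*-ColxC24 replicate 1) to 1.19 (WT-C24 replicate 3), 2113 to 6076 genes were at 0 per library, and the top 100 genes held 16.7 to 27.3% of the sum.

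Genes with at least 1 RPM in at least 3 libraries were kept (22329; 6108 left out, 61 of them at 0 everywhere). Values were taken as log2(RPM + 0.5) and tested with limma (3.58.1, R 4.3.3), with the trend option, two-sided moderated tests and Benjamini-Hochberg adjusted p over all tested genes, each comparison fitted on its own libraries. Fold changes on this scale understate the change of genes with low values. For the NEGs, MPV was the arithmetic mean RPM of the same-numbered Col and C24 libraries (3 values per background), the 6 libraries of both hybrid directions formed F1, p was not adjusted (threshold 0.05) and a fold change over 2 was required in *ddm1* alone, as the paper states. DEGs had an adjusted p under 0.05. The NEGs were divided by the mean RPM of *ddm1*-Col and WT-Col. Each MPV value averages a pair of libraries and so varies less than a single library, which the test does not model.

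The SA-NEG score of a library was the mean log2(RPM + 0.5) of the 312 SA-NEGs of Supplementary Table S6, and the seed-gene score that of 19 seed genes (of 20 listed, 1 not found in the table). The seed genes were listed after such genes had been seen in Supplementary Table S6, which holds 8 of them. Scores were compared by exact permutation of libraries, two-sided, and again by permutation within replicate numbers. Gene notes came from the TAIR10.1 annotation: 28331 genes were found by locus, 28329 with length and GC content, and 88 notes held the words "salicylic acid"; sets were compared with all tested genes with a note by two-sided Fisher exact tests, adjusted over 10 sets (7 with the block). Gene ontology enrichment was not run. Genes of a class were named when they had an adjusted p under 0.05 and all F1 libraries on one side of all MPV values, by size of change, at most 3 per class; the 24 SA-NEGs named in Figure 3d-g, DDM1, and NIMIN1, NIMIN-2, NHL25, PNP-A, IRX1, CESA4, WAK2 and NPR3 from the descriptions in Supplementary Table S6, were examined besides.

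Replicate numbers were tested as blocks: after removing genotype means, same-numbered libraries correlated with a mean r of 0.757 (smallest 0.159) over 84 pairs and others with -0.36 over 168 pairs. The sums of squares were 73.5% genotype, 21.8% replicate number and 4.7% remainder. No date or handling record was used, so what the number stands for is unknown. All comparisons were run without and with the block. Further alternatives were other pseudocounts (0.1 and 1), no filter, RPM rescaled by median ratios, adjusted p for NEGs, MPV as the mean of the log2 values, MPV from parents paired crosswise, unmoderated tests, both backgrounds or all 8 genotypes in one fit, the hybrid directions apart, a fold change over 2 for DEGs, other forms of the scores, and every library left out in turn. *ddm1*-C24 replicates 2 and 3 were closer to each other than any other pair of the 276 (SD of the log2 difference 0.133) and were kept as separate samples, with alternatives that treat them otherwise.

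The code was tested on simulated data with 200 changed genes among 22329 (20 M reads per library, dispersion 0.01). In 3 against 3 libraries it recovered 70% with 148 calls of which 8 were false, in 6 against 3 libraries 94.5% (205 calls, 16 false), and the direction was right for all 200. With the block and no shared effect in the simulation it recovered 5% in 3 against 3 (13 calls, 3 false) and 84.5% in 6 against 3 (180 calls, 11 false); with a shared effect of the replicate number (SD 0.4 in log2), 0% without and 3.5% with the block in 3 against 3, and 46% and 87% in 6 against 3. F1 against MPV was simulated only without a shared effect of the replicate number, which the real libraries have. There 96.5% were recovered at an adjusted p (206 calls, 13 false) and 100% at an unadjusted p, where 794 of 994 calls were false. In 6 against 3 libraries without the block a shared effect lowered the share from 94.5% to 46%, so the 96.5% may be too high for the real data. Figures and tables were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The permutation test over genes used 100000 resamples, random gene sets 10000 draws, and the random seed was 1.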

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

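Of the tests in this part, the counts over other splits of the libraries, the block with rescaled libraries, *ddm1*-C24 replicates 2 and 3 counted as 1 sample, the alternatives for single named genes and the comparison of seed transcripts with the maternal parent were chosen only after the result was seen.

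In 6 of the 90 groups of 6 F1 libraries formed by the named genes and the scores, 1 library lay apart from the other 5 (gap over range), where 1 in 20 groups would give 4.5 by chance. In WT-F1 these were PAD4 (gap over range 0.737; WT-C24xCol replicate 2 at 35.2 RPM against 25.8 to 28.0), ANK (0.768; the same library at 33.4 against 13.4 to 16.6), AT1G35735 (1; the same library at 0.2 against 0 in the rest), WRKY50 (0.646; WT-ColxC24 replicate 2 at 1.3 against 2.8 to 4.1) and WRKY70 (0.639; the same library at 51.1 against 69.9 to 83.4). In *ddm1*-F1 it was FMO1 (0.765; *ddm1*-C24xCol replicate 3 at 3.6 against 8.7 to 11.3). All values were kept. Leaving out WT-C24xCol replicate 2 or any other library moved no sign of the WT-F1 difference from MPV for these genes except AT1G35735, whose values ranged from -0.092 to 0.012. No biological explanation was tested for these libraries, and the number of such groups is near the number that chance gives. That number does not cover where they fell, as all those in WT-F1 lay in the WT hybrids of replicate number 2. That pair of libraries also differed more (SD of the log2 difference 0.379) than the other same-numbered reciprocal hybrids (0.172 to 0.243).

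The *ddm1* effect differed between C24 and Col in 1129 genes (496 higher in C24, 633 lower) at an adjusted p under 0.05. With Col and C24 labels exchanged within replicate number and *ddm1* status, after the mean difference between the accessions was removed, 1 of 32 splits had a count as large (the real one), and the largest other count was 0. With the replicate number as a block it was 2801 (1602 and 1199), with the block and rescaled libraries 2726 (1332 and 1394), with *ddm1*-C24 replicates 2 and 3 counted as 1 sample 988, and with any 1 library left out 938 to 1248. The median log2 value over all genes was 0.12, and 0.01 after rescaling. A loss of C24 reads on the Col reference would be shared by WT-C24 and the libraries labelled *ddm1*-C24. Such a loss drops out of this difference only for genes well above 0 in both. For genes near 0 in WT-C24 it would lower mainly the *ddm1*-C24 value, the direction of the 633 genes lower in C24. Read alignment was not tested, so a loss of reads stays open as a source for such genes. A difference in the mutant alleles, and a difference in the state of the epigenome between the accessions, are hypotheses that the design gives no test of.

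Among the 43 named genes the difference passed an adjusted p under 0.05 in 10, each with the same sign in all 3 replicate numbers: DDM1 (2.20, adjusted p 0.0304), PAD4 (1.14, 0.0399), CBP60G (1.07, 0.0201), CYP71A13 (1.51, 0.0042), Cys/His (1.47, 0.00472), AT3G23725 (2.69, 0.000487), AT1G49070 (2.68, 0.000535), AT1G35735 (4.91, 4.39e-07), AT5G63225 (3.43, 2.18e-05) and AT3G28510 (2.47, 0.00715). It passed in 27 with the replicate number as a block, the same 10 and also ICS1 (0.96, block adjusted p 0.0269), PBS3 (1.65, 0.0104), EDS1 (0.95, 0.00612), SARD1 (1.64, 0.0429), PR1 (1.92, 0.00107), PR5 (1.46, 0.0216), CRK14 (1.05, 0.0439), WRKY18 (1.12, 0.0203), WRKY51 (1.21, 0.0129), Zinc_finger (1.68, 0.00312), NIMIN-2 (1.63, 0.0029), NHL25 (0.94, 0.035), PNP-A (1.49, 0.00313), WAK2 (0.48, 0.0306), NPR3 (0.69, 0.02), AT5G38250 (1.42, 0.0286) and MAF1 (0.81, 0.0318), so the block changes the call for many of the SA genes. The SA-NEGs among these genes were chosen by *ddm1*-F1 below MPV, which favours genes high in the libraries labelled *ddm1*-C24, so their differences are not independent of that choice. For DDM1 the value follows from a transcript that was lower in *ddm1*-Col and not lower in the libraries labelled *ddm1*-C24. An exchange of WT and *ddm1* samples goes against the 1451 of 1818 genes of Supplementary Table S7 that were higher in the libraries labelled *ddm1*-C24 than in WT-C24, and against the first principal component, of which *ddm1* status explained 99.6%. An allele that leaves the transcript level unchanged is a hypothesis that was not tested. The paper's text does not name the alleles in the RNA-seq material. It does report that its newly derived alleles, of both accessions, were checked by DNA methylation at ribosomal repeats. The transcript level alone does not tell whether the mutated gene works.

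The seed-gene score differed between the reciprocal hybrids: C24xCol was above ColxC24 by 1.25 in WT and by 1.68 in *ddm1* (two-sided exact permutation p = 0.1 each, the smallest that 3 against 3 libraries allow, and 0.25 within replicate numbers; in WT 0.2 once libraries were rescaled, and 0.3 with a difference of 1.19 without the 8 seed genes that are also in Supplementary Table S6). Within replicate numbers 1, 2 and 3 it was 1.24, 0.72 and 1.80 in WT and 2.06, 1.75 and 1.22 in *ddm1*, higher in C24xCol in 6 of 6, the direction of the maternal parent, since C24 was above Col by 3.31 in WT and 1.89 in *ddm1*. With any 1 library left out it was 0.76 to 1.60 in WT and 1.46 to 1.96 in *ddm1*. Of 10000 random sets of 16 genes with like expression, 0% had a mean size of difference as large (largest 0.48, against 1.70). These sets were matched on expression alone, so they do not exclude seed genes that vary together between libraries. The score ran from -0.412 to 1.271 within WT-ColxC24, but only from -0.615 to -0.446 within *ddm1*-ColxC24. Transcripts that stay from the seed and follow the mother could give the difference between the reciprocal hybrids, as could a difference between the seed lots. Mother and seed lot cannot be separated in this design, and each stays a hypothesis. The score was prompted by seed genes seen in Supplementary Table S6, which prints means of these libraries, so its choice was not independent of them.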

How the results depend on the processing

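Of the tests in this part, the block with rescaled libraries, the block with an adjusted p for NEGs, the ways of treating *ddm1*-C24 replicates 2 and 3, the removal of the accession difference and all alternatives for single named genes were chosen only after the result was seen. All other alternatives, the comparisons and the scores were fixed before the data were examined, but the seed-gene score was prompted by seed genes seen in Supplementary Table S6. The means printed there are those of these libraries. Below, *ddm1*-C24 stands for the libraries labelled so, in which the DDM1 transcript was not lower than in WT-C24.

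Of 256 values of counts and scores under other choices, 200 were the same in label as the result given first, 53 counts moved by more than 1.5-fold, 1 score was weaker, 2 stronger and 0 reversed. With 1 library left out, 207 of 231 were the same, 23 moved and 1 was stronger.

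Replicate block. With the replicate number as a block the WT-F1 NEGs were 333 above and 3468 below MPV (40 and 483 without), 908 of the latter with *ddm1*-Col above WT-Col (285), sharing 181 genes with the *ddm1* group (106). The DEGs were 4175 for *ddm1*-Col (1796), 5590 for *ddm1*-F1 against WT-F1 (2324), 2015 and 3303 for WT-F1 against WT-Col and WT-C24 (208 and 539), 4278 and 10464 for *ddm1*-F1 against *ddm1*-Col and *ddm1*-C24 (468 and 3334), 208 between the *ddm1* reciprocal hybrids (0, with 90 at an unadjusted p under 0.05) and 2801 for the difference between the *ddm1* effects (1129). Of the genes called without it the block kept 1795 of 1796 for *ddm1*-Col, 2110 of 2174 for *ddm1*-C24 and all for the F1 comparisons. For *ddm1*-Col the count of lower genes moved more, and it had 2235 higher and 1940 lower with the block, against 1746 and 50 without. In simulated data with a shared effect of the number, 46% of changed genes were recovered without and 87% with the block in 6 against 3 libraries.

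Block with rescaled libraries. This gave 1082 above and 1622 below MPV in WT-F1, 892 of them in the WT group, and 27 above MPV in *ddm1*-F1. The paired DEG counts were 3211 for *ddm1*-Col (2559 higher, 652 lower), 5124 for *ddm1*-F1 against WT-F1 (3507 and 1617), 1673 for WT-F1 against WT-Col (864 and 809), 2838 against WT-C24 (1499 and 1339), 4283 for *ddm1*-F1 against *ddm1*-Col (1955 and 2328), 10161 against *ddm1*-C24 (5357 and 4804), 280 between the *ddm1* reciprocal hybrids, 0 between the WT ones (897 at an unadjusted p under 0.05) and 2726 for the difference between the *ddm1* effects. Rescaling alone left 70 genes above MPV in WT-F1, with 376 below, and turned the DEGs of *ddm1*-F1 against *ddm1*-C24 to 1822 higher and 1752 lower (1415 and 1919 before). It moved the median of all genes by more than 0.1 for *ddm1*-Col against WT-Col (-0.10 to 0.02), for *ddm1*-F1 against *ddm1*-C24 (-0.10 to 0.01) and for the difference between the *ddm1* effects (0.12 to 0.01).

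Other choices for NEGs. An adjusted p left 1 above and 14 below MPV in WT-F1, 12 of them in the WT group, and 3 genes shared with the *ddm1* group; block and adjusted p together gave 7, 82, 49 and 22. MPV as the mean of the log2 values gave 364 above in WT-F1, 313 above and 207 below in *ddm1*-F1, 159 in the *ddm1* group and 34 genes shared. *ddm1*-F1 NEGs above MPV were 27 with a pseudocount of 0.1, 10 with a pseudocount of 1 and 26 with unmoderated tests (17 in the result given first). With the replicate number as a block they were 22 above and 536 below.

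Other choices for DEGs. With *ddm1*-C24 replicate 2 in block 3, *ddm1*-C24 had 5582 DEGs against WT-C24, *ddm1*-F1 10241 against *ddm1*-C24, and the *ddm1* effects differed in 3045 genes. With replicates 2 and 3 counted as 1 sample, *ddm1*-F1 had 2158 DEGs against *ddm1*-C24, and 2033 with a fold change over 2. With all 8 genotypes in one fit there were 366 DEGs between WT-F1 and WT-Col, 828 between WT-F1 and WT-C24 and 984 between *ddm1*-F1 and *ddm1*-Col. The 5 DEGs between the WT reciprocal hybrids fell to 0 without the filter (205 at an unadjusted p under 0.05), with all 8 genotypes in one fit (102) and with a fold change over 2 (97).

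Scores. Over the 43 genes in both lists, *ddm1*-F1 minus WT-F1 was weaker in label, 0.21 with an exact permutation p of 0.0693 (0.19 and 0.00649 over all 312). The difference between the *ddm1* effects in C24 and in Col was 0.88 (0.97, 0.96 and 0.72 within replicate numbers 1, 2 and 3). Its exact permutation p was 0.385, and 0.5 within replicate numbers, with the difference between the accessions left in, which widens the values under exchanged labels. Once that difference was removed, the exact permutation p was 0.005, and 0.0312 within replicate numbers, each the smallest those permutations allow. The SA-NEGs were chosen by *ddm1*-F1 below MPV, which favours genes high in *ddm1*-C24. The difference between the *ddm1* effects is therefore not independent of the list. Other forms of the scores left the calls unchanged.

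With 1 library left out, WT-F1 NEGs ranged from 29 to 51 above and from 306 to 557 below MPV, with 173 to 315 in the WT group; *ddm1*-F1 NEGs from 16 to 27 above and from 467 to 595 below, with 281 to 447 in the *ddm1* group; and the genes shared from 46 to 84, as 1 replicate number was left out in both backgrounds. DEGs ranged from 1604 to 1812 for *ddm1*-Col, from 1676 to 2198 for *ddm1*-C24, from 2183 to 2292 for *ddm1*-F1 against WT-F1, from 84 to 174 for WT-F1 against WT-Col, from 339 to 471 against WT-C24, from 190 to 390 for *ddm1*-F1 against *ddm1*-Col, from 2142 to 3385 against *ddm1*-C24, from 7 to 47 between the WT reciprocal hybrids and from 938 to 1248 for the difference between the *ddm1* effects; the *ddm1* reciprocal hybrids stayed at 0. The score of *ddm1*-F1 minus *ddm1*-Col ranged from 0.0848 to 0.214 and passed 0.05 without *ddm1*-Col replicate 3 alone (exact permutation p = 0.0357; the highest p was 0.429). That of *ddm1*-F1 minus WT-F1 ranged from 0.17 to 0.22 (exact permutation p from 0.00216 to 0.013) and that of WT-F1 minus WT-Col from 0.20 to 0.25 (0.0179 to 0.0357). Those scores for *ddm1*-Col minus WT-Col ranged from 0.20 to 0.33, for *ddm1*-C24 minus WT-C24 from 1.13 to 1.20, for WT-F1 minus MPV from -0.42 to -0.38 and for *ddm1*-F1 minus MPV from -1.15 to -1.10. For the shifts in these counts the cause was not tested.

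Among the named genes, 634 of 688 values under other choices were the same in label, 11 weaker, 34 stronger and 9 reversed. The reversed ones have small differences. After rescaling, the log2 difference was 0.033 for ALD1 (*ddm1*-F1 against WT-F1), 0.016 for CRK14, 0.045 for WRKY50, 0.094 for ANK, 0.084 for PNP-A and 0.12 for IRX1 (all *ddm1*-Col against WT-Col), 0.029 for MAF1 and 0.001 for AT1G35735 (both WT-F1 against MPV); with a pseudocount of 1 it was -0.002 for WRKY50 (*ddm1*-F1 against WT-F1).

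With 1 library left out, 1379 of 1548 values of named genes were the same in label, 96 weaker, 11 stronger and 62 reversed. The threshold was lost in some fit for PBS3, EDS1, SARD1, CBP60G, WRKY46, WRKY70, ANK, NIMIN-2, NHL25, PNP-A, WAK2 and AT5G63225 in WT-F1 against MPV, for DDM1, AT5G34790 and FT in *ddm1*-Col against WT-Col, and for WRKY18, Cys/His, Ankyrin, AT1G35735, AT5G63225 and AT3G28510 in *ddm1*-F1 against WT-F1. In WT-F1 against MPV it was gained for ALD1, CRK5, WRKY18, Zinc_finger, CESA4 and AT1G35735, in *ddm1*-Col for AT1G35735 and in *ddm1*-F1 against WT-F1 for CRK5. No gene lost or gained it in *ddm1*-F1 against MPV.

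The sign of *ddm1*-Col against WT-Col turned with 1 library left out for PBS3 (-0.078 to 0.72), ALD1 (-0.29 to 0.52), EDS1 (-0.12 to 0.28), SARD1 (-0.36 to 0.73), PR5 (-0.028 to 0.75), CRK14 (-0.48 to 0.24), CRK5 (-0.15 to 0.13), WRKY50 (-0.48 to 0.23), ANK (-0.49 to 0.22), Zinc_finger (-0.29 to 0.30), NIMIN-2 (-0.31 to 0.42), PNP-A (-0.47 to 0.45), IRX1 (-0.06 to 0.06), CESA4 (-0.009 to 0.14), WAK2 (-0.007 to 0.074), NPR3 (-0.032 to 0.19) and AT5G38250 (-0.11 to 0.50). Without *ddm1*-Col replicate 3 it turned for PBS3, ALD1, EDS1, SARD1, PR5, CRK5, Zinc_finger, NIMIN-2 and AT5G38250. In *ddm1*-F1 against WT-F1 it turned for ALD1 (-0.20 to 0.20), WRKY50 (-0.19 to 0.11), ANK (-0.24 to 0.02), NIMIN1 (-0.034 to 0.30), NIMIN-2 (-0.033 to 0.28) and NHL25 (-0.052 to 0.12). Against MPV it turned for DDM1 (-0.39 to 0.10), MAF1 (-0.17 to 0.065) and AT1G35735 (-0.092 to 0.012) in WT-F1 and for AT5G34790 (-0.39 to 0.67) in *ddm1*-F1.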

Differences from the paper's values

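No test in this part was chosen only after the result was seen.

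In WT-F1, 483 genes were below MPV, where the paper gives 312. The count was 454 with a pseudocount of 0.1, 376 with rescaled libraries, 437 with both backgrounds in one fit, 440 with the hybrid directions as separate groups, 306 without MPV replicate 3 and 387 to 462 without WT-ColxC24 replicate 1 or 2, WT-C24xCol replicate 1 or MPV replicate 1 or 2, all within 1.5-fold of the paper's, and 498 with a pseudocount of 1, 561 without the filter, 3468 with the replicate number as a block, 14 with an adjusted p, 491 with MPV as the mean of the log2 values, 603 with parents paired crosswise and 572 with unmoderated tests on RPM. All WT-F1 NEGs were 523, where the paper gives 347; rescaled libraries gave 446, both backgrounds in one fit 475, separate directions 481, a pseudocount of 0.1 gave 495, and leaving out MPV replicate 3 gave 338, with 431 to 512 for the other libraries named for the count below MPV. Above MPV there were 40, where the paper gives 35.

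In *ddm1*-F1, 17 genes were above MPV, where the paper gives 93. No alternative came within 1.5-fold: the counts ran from 10 with a pseudocount of 1 to 27 with a pseudocount of 0.1, and MPV as the mean of the log2 values gave 313. Below MPV there were 512, where the paper gives 436, and 529 in all, where the paper also gives 529.

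The group below MPV in WT-F1 with *ddm1*-Col above WT-Col held 285 genes, where the paper gives 140 WT-NEGs. Leaving out MPV replicate 2 gave 185 and replicate 3 173, within 1.5-fold; all other alternatives lay further off, from 12 with an adjusted p to 908 with the replicate number as a block. The *ddm1* group held 372 genes, where the paper gives 312. The groups shared 106 genes, where the paper's lists share 43; 34 were shared with MPV as the mean of the log2 values and 46 without MPV replicate 3.

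Figure 3a, read by eye, gives about 16 WT-F1 NEGs above MPV with *ddm1*-Col above WT-Col, against 26 here (19 with both backgrounds in one fit, 18 with unmoderated tests on RPM, and 20 to 24 without WT-ColxC24 replicate 1, WT-C24xCol replicate 1 or 3 or MPV replicate 2 or 3). It gives about 53 and about 40 *ddm1*-F1 NEGs above MPV with and without *ddm1*-Col above WT-Col, read by eye, against 8 and 9 here, and no alternative closed these differences. The other groups of Figure 3a lay within 1.5-fold: 14 against about 19, 198 against about 170 and 140 against about 120.

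The paper states that genes related to SA repression were absent from the SA-NEGs; Supplementary Table S6 lists NIMIN1 and NIMIN-2 among the 312, and both were below MPV here (-1.78 and -2.26), while NPR3 is listed among the WT-NEGs only. The paper places the SA-NEGs in the group with *ddm1*-Col above WT-Col. In 50 of the 312 *ddm1*-Col was not above WT-Col in mean RPM, where equal means count as not above. Of the 234 that passed the filter, 219 were higher in *ddm1*-Col on the log2 scale, so low values may account for many of the 50. The paper's results name a two-sided t-test and its methods edgeR for the NEGs; limma on log2(RPM + 0.5) was used here.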

Other observations

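Of the tests in this part, the counts over other splits of the libraries, with the block as without it, the block with rescaled libraries, and the tests and other treatments of *ddm1*-C24 replicates 2 and 3 were chosen only after the result was seen. The name *ddm1*-C24 stands for the libraries labelled so, in which the DDM1 transcript was not lower than in WT-C24.

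Libraries with the same replicate number deviated together (mean r 0.757, against -0.36 for others), and the second principal component, with 18.2% of the variance, followed the number (89.2%). Among 10 clock genes the spread between the numbers, 1.71, was at the 99.9 percentile of 10000 random sets (median 0.415), so the numbers could differ in the time of day at harvest: evening genes exceeded morning genes in all 3 numbers, with morning minus evening -4.62, -3.78 and -5.49 for numbers 1, 2 and 3. A technical source was weighed beside it. The difference between numbers 3 and 1 correlated with the GC content of the genes with a rho of -0.222 (22296 of 22329 genes). This lies between the sizes set for holding and for rejecting that explanation, which stays open. With the length of the genes the rho was -0.151, a size set for rejecting length as the source. No correction for length was run, so a smaller part from length is not excluded. Since GC content stays open, the time of harvest is a hypothesis.

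*ddm1*-C24 replicates 2 and 3 differed less than any other pair of libraries: the SD of their log2 difference was 0.133 over 16171 genes, against 0.452 to 0.846 in the other 23 pairs of the same genotype. Reciprocal hybrids of the same number came next, with SDs of 0.172, 0.199, 0.208, 0.217 and 0.243 in 5 pairs (0.379 in WT number 2), so separate samples of one number can be nearly as close. A single library listed under both numbers is rejected, as the variance over the mean of the differences rose 4.72-fold from low to high RPM, where resampling of the same library would leave it level. Handling of replicate 2 together with the libraries numbered 3 may be the source: the profile of replicate 2 took a weight of 0.7 for number 3 and 0.23 for its own. Replicate 3 took nearly the same weights (0.71 and 0.23), whereas the replicates 3 of the other genotypes took 0.91 to 1.19 for number 3 and -0.22 to 0.08 for number 2, so replicate 3 is not a usual library of its number and this reading is weakened. Placed in block 3, replicate 2 gave 5582 DEGs between *ddm1*-C24 and WT-C24, and counted as 1 sample with replicate 3, 1690 (2174 in the result given first). No biological explanation was tested.

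Most NEGs lay below MPV. With unequal parents an arithmetic mean exceeds the mean of the log2 values. A hybrid at the mean of the log2 values would thus lie below MPV, whereas a hybrid additive in RPM would not. Among NEGs whose parents differed under 2-fold, 91.5% in WT (280 below, 26 above) and 76% in *ddm1* (19 below, 6 above) still lay below. In WT unequal parents alone are rejected as the source; in *ddm1* few NEGs have such parents, and the explanation stays open there. Among the others it was 93.5% (203 and 14) and 97.8% (493 and 11). With MPV as the mean of the log2 values the counts were 364 above and 491 below in WT and 313 and 207 in *ddm1*, so in *ddm1* the choice of MPV turns the majority. The scaling also counts: after rescaling there were 70 above and 376 below in WT, and 1082 and 1622 with the block and rescaling together, against 333 and 3468 with the block alone; the median of all genes was at -0.074 from MPV and at -0.002 after rescaling. Hybrids were also simulated at the arithmetic mean, without a shared effect of the replicate number. There 376 of 22129 unchanged genes were called above and 418 below it, so that mean gave no excess below of the size seen. With the mean of the log2 values 1027 were above and 445 below, the direction of the turn in *ddm1*. The F1 mean lay under both parents in 230 of the WT and 157 of the *ddm1* NEGs below MPV.

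The 523 WT-F1 NEGs are fewer than the 1116 that 5% of the tested genes would give. Exchanging F1 and MPV values within replicate numbers, 11 of 27 splits had as many genes above MPV as the real one (40; the largest other count was 193), and 1 of 27, the real one, had as many below (483; largest other 112). The other splits put MPV values among the F1 libraries, so that genes below MPV can count as above it, and the share for genes above MPV therefore does not show whether chance gives that count, in either background. For the WT group it was 1 of 27 (largest other 89). For *ddm1*-F1 it was 4 of 27 above MPV (17; largest other 83), 1 of 27 below (512; largest other 19) and 1 of 27 for the *ddm1* group (largest other 14). In the fit with the block there were 3801 WT-F1 NEGs, more than the 1116, and 16 of 27 splits had as many above MPV (333; largest other 1834) and 1 of 27 as many below (3468; largest other 1048); for *ddm1*-F1 it was 3 of 27 (22; largest other 92) and 1 of 27 (536; largest other 24). With the block and rescaled libraries the real split had the most above as well in WT (1082, against 1041 in the next), and it was 3 of 27 in *ddm1* (27; largest other 81).

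The same exchange for DEGs gave 1 of 100 splits as large for *ddm1*-F1 against WT-F1 (largest other 0), and 1 of 27 for WT-F1 against WT-Col (largest other 4), WT-F1 against WT-C24 (3), *ddm1*-F1 against *ddm1*-Col (0) and *ddm1*-F1 against *ddm1*-C24 (0). With 3 against 3 libraries there are 4 splits, too few for a share under 0.05: 1 of 4 for *ddm1*-Col, *ddm1*-C24 and the WT reciprocal hybrids (largest other 0, 0 and 3), and 4 of 4 for the *ddm1* reciprocal hybrids, where all counts were 0. The 5 DEGs between the WT reciprocal hybrids are pseudogenes at 0.1 RPM in each library of one hybrid and 0 in the other (log2 differences of 0.26 or -0.26), where a value without spread in a table of steps of 0.1 might pass the test for that reason; with a fold change over 2 there were 0, with 97 genes at an unadjusted p under 0.05.

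The *ddm1*-F1 NEGs below MPV were divided by *ddm1*-Col against WT-Col without a test. Noise of the Col libraries could fill both groups alike. In the F1 libraries, which have no part in that division, the *ddm1* minus WT difference had a median of 0.42 in the 372 genes with *ddm1*-Col higher (320 above 0) and -0.02 in the other 140 (69 above 0), a difference of 0.436 (permutation p = 2e-05 over genes), so noise alone is rejected. Both groups take their genes from the *ddm1*-F1 libraries, and co-regulated genes make this p too small.

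The SA-NEG score of WT-F1 and *ddm1*-F1 lay nearer to Col than to C24. Loss of C24 reads on the Col reference was weighed as a source. Random sets of genes with like expression lay below MPV with medians of -0.11 in WT and -0.20 in *ddm1* (lowest -0.16 and -0.31), against -0.51 and -1.37 for the SA-NEGs, and 0% of the sets were as low. The list was chosen by its difference from MPV, so this test is circular and does not settle the point. By its direction such a loss goes against the pattern: it would lower the C24 parent, and MPV by the same share as the C24 alleles of an additive hybrid, and it would make C24 low. Yet *ddm1*-C24 was the highest parent in 282 of the 312, by more than 2-fold over *ddm1*-Col in 283, and WT-C24 exceeded WT-Col in 255. A list of genes high in C24 may thus be described as well by the C24 parent as by the hybrid: with MPV as the mean of the log2 values, 159 genes of the *ddm1* group of 372 were called.

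In Supplementary Table S7 the replicate columns were all within 0.5 RPM of those of the libraries for 43 of 1818 genes as numbered and for all 1818 with numbers 1 and 3 exchanged. The exchange does not touch comparisons of whole genotypes; with the block it would matter only if it did not hold for all genotypes alike. It was seen in the printed values, and no test of its source was made.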
